# A Sextuple Knockout Cell Line System to Study the Differential Roles of CRY, PER, and NR1D in the Transcription-Translation Feedback Loop of the Circadian Clock

**DOI:** 10.3389/fnins.2020.616802

**Published:** 2020-12-14

**Authors:** Yi-Ying Chiou, Tzu-Ying Li, Yanyan Yang, Aziz Sancar

**Keywords:** circadian clock, TTFL, Cryptochrome, knockout, serum shock

## Abstract

The transcription-translation feedback loop (TTFL) is the core mechanism of the circadian rhythm. In mammalian cells, CLOCK-BMAL1 proteins activate the downstream genes by binding on the E-box sequence of the clock-controlled genes. Among these gene products, CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 can regulate the CLOCK-BMAL1-mediated transcription to form the feedback loop. However, the detailed mechanism of the TTFL is unclear because of the complicated inter-regulation of these proteins. Here, we generated a cell line lacking CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 (Cry/Per/Nr1d_KO) to study TTFL. We compared the Dbp transcription after serum-shock and dexamethasone-shock between Cry/Per/Nr1d_KO cells and cells expressing endogenous CRY (Per/Nr1d_KO) or NR1D (Cry/Per_KO). Furthermore, we found that CRY1-mediated repression of Dbp could persist more than 24 h in the absence of other proteins in the negative limb of the TTFL. Our Cry/Per/Nr1d_KO cells is a suitable system for the studying of differential roles of CRY, PER, and NR1D in the TTFL.

## Introduction

Circadian rhythm is a crucial mechanism that provides a way to adapt to daily environmental changes. Many physiological functions show rhythmic oscillation with the period around 24 h (Bass, 2012; Gumz, 2016). Transcription-translation feedback loop (TTFL) is the core clock required to maintain the circadian rhythm (Reppert and Weaver, 2002; Levi and Schibler, 2007; Hardin and Panda, 2013; Partch et al., 2014). In the mammalian model of TTFL, Circadian Locomotor Output Cycles Kaput protein (CLOCK) and Brain and Muscle ARNT-Like 1 protein (BMAL1) form a heterodimer (CLOCK-BMAL1). CLOCK-BMAL1 binds to the E-box sequence in the promoters of clock-controlled genes and activates their transcription. Among these gene products, Cryptochromes (CRY1/CRY2), Periods (PER1, PER2), and Nuclear Receptor Superfamily 1 Group D (NR1D1/NR1D2) could negatively regulate the activity of CLOCK-BMAL1. CRY binds to CLOCK-BMAL1 on DNA to induce CLOCK-BMAL1-mediated transcriptional repression (Ye et al., 2011, 2014). PER removes CLOCK-BMAL1 from DNA in a CRY-dependent manner to erase the effect of CLOCK-BMAL1 (Ye et al., 2014; Chiou et al., 2016). NR1D binds to the retinoic acid response element (RRE) of the Bmal1 and Cry1 gene to repress their transcription and thus to decrease the CLOCK-BMAL1 and CRY1 levels (Preitner et al., 2002; Ueda et al., 2005).

Studying the biochemical mechanisms of TTFL at the organismal level is challenging. Genetic disruption of these core clock genes may have other developmental problems other than the circadian-related phenotypes. For example, Bmal1 knockout mice show growth retardation, aging, and infertility phenotype (Kondratov et al., 2006). Knockout Nr1d1 also causes postnatal lethality or infertility in C57BL/6 mice (Cho et al., 2012). In another way, too many factors from physiological communications between organs contribute to the rhythmic expression of behavior in mice complicating the data interpretations for mechanism studies. For example, the circadian clock of peripheral tissue could be affected by the neural system and the hormone, which are dynamic and highly regulated (Mohawk et al., 2012). *In vitro* experiments using purified proteins have provided information about the protein-protein interaction (Ye et al., 2011; Xu et al., 2015), DNA binding (Ye et al., 2011), and structures (Huang et al., 2012; Czarna et al., 2013) of the proteins involved in TTFL. However, observations from *in vitro* experiments could not directly link to the transcriptional readouts. Cell lines have been used for the study TTFL because the rhythmic expression of circadian genes could be detected after synchronization (Balsalobre et al., 1998, 2000a). Mouse embryonic fibroblast (MEF) cells from the mice lacking specific TTFL components are suitable tools to study TTFL of the circadian clock. For example, the difference between CRY1 and CRY2 in the maintenance of TTFL has been elucidated using cells from *cry1^–/–^ cry2^–/–^* double knockout mice (Khan et al., 2012). However, the puzzle from the crosstalk between these core clock proteins still could not be excluded. In the case of CRY, changed expression of CLOCK-BMAL1-regulated genes could be interpreted as the change of CRY activity, PER activity, or CLOCK-BMAL1 quantity (through NR1D).

Genome editing approaches provide new strategies to study TTFL of the circadian clock. Cellular studies of TTFL could be performed in the cell lines lacking multiple core clock proteins. Using the MEF cell line lacking CRY and PER (Cry/Per_KO), distinct mechanisms between CRY-mediated CLOCK-BMAL1 inhibition and PER-mediated CLOCK-BMAL1 regulation have been demonstrated (Ye et al., 2014). In another research, the MEF cell line lacking PER and NR1D (Per/Nr1d_KO) was established to study PER-mediated transcriptional activation of CLOCK-BMAL1 regulated genes without the change of CLOCK-BMAL1 level due to the inhibition of Nr1d1 and Nr1d2 by PER (Chiou et al., 2016). These successful cases prompt us to make a cell line model lacking CRY, PER, and NR1D to study TTFL. This cell line would be useful in the study of CLOCK-BMAL1 activity and the study of individual clock proteins in the negative limb of TTFL in a simplified system.

Here, we established a MEF cell line lacking endogenous CRY1, CRY2, NR1D1, NR1D2, PER1, and PER2 proteins (Cry/Per/Nr1d_KO). We performed the RNA-sequencing of Cry/Per/Nr1d_KO cells with Cry/Per_KO and Per/Nr1d_KO cells to compare the effects of endogenous NR1D and CRY on the transcriptome. We also analyzed the transcription of two representative CLOCK-BMAL1-regulated genes, Dbp, and Ciart, after serum or dexamethasone treatment of Cry/Per/Nr1d_KO, Cry/Per_KO, and Per/Nr1d_KO. The data suggested different mechanisms of serum and dexamethasone on the regulation of TTFL. Furthermore, using tamoxifen-controlled CRY1 nuclear localization in Cry/Per/Nr1d_KO cells, we found that CRY-mediated transcriptional repression of Dbp is PER-independent. However, PER is required for the reactivation of Dbp transcription.

## Materials and Methods

### Generation of Mouse Embryonic Fibroblast Cell Line Lacking CRY1, CRY2, PER1, PER2, NR1D1, NR1D2 (Cry/Per/Nr1d_KO)

The Cry1/2^–/–^; Per1/2^–/–^; Nr1d1/2^–/–^ (Cry/Per/Nr1d_KO) MEF was made by CRISPR technology using LentiCRISPRv2 (Sanjana et al., 2014) obtained from Addgene (#52961) to mutate the Nr1d1/2 alleles in Cry1/2^–/–^; Per1/2^–/–^ (Cry/Per_KO) MEF (Ye et al., 2014). The guide RNA sequences for Nr1d1 and Nr1d2 were identical to the sequence making Per1/2^–/–^; Nr1d1/2^–/–^ (Per/Nr1d_KO) MEF (Chiou et al., 2016). Lentivirus for targeting Nr1d1 and Nr1d2 were packaged in HEK293T cells separately and then were mixed for the infection of Cry/Per_KO cells. After puromycin selection, individual colonies were isolated, and the expression of NR1D1 and NR1D2 proteins were analyzed by Western blot. The genomic DNA around the targeting sites were PCR-amplified (primer information was provided in the Supplementary Table) and cloned into a plasmid for sequencing. After successfully isolating the Cry/Per/Nr1d_KO cells, cells were maintained in the DMEM medium supplement with 10% fetal bovine serum (FBS) without puromycin.

### RNA-Sequencing Analysis of Cry/Per/Nr1d_KO, Per/Nr1d_KO, and Cry/Per_KO Cells

Cells were grown in the DMEM medium supplemented with 10% fetal bovine serum at 37°C and 5% CO_2_. Total RNA was prepared when the cells were around 80% confluent using Trizol RNA reagent (Thermo Fisher Scientific) and the PureLink RNA Mini Kit (Thermo Fisher Scientific). In brief, Trizol RNA reagents were added to the cells after medium removal to lyse the cells. After phase separation steps, the fraction containing RNA was applied to the column provided in the RNA Mini Kit to purify the total RNA according to the manual of the kit. Libraries were generated using TruSeq stranded RNA preparation kit (Illumina) and sequenced using Illumina HiSeq 2000 (single-end, 50 bp) in the High Throughput Genomic Sequencing Facility at UNC_Chapel Hill. Two independent RNA preparations for each cell line were sequenced.

Sequences were mapped to the mouse genome (mm10) using RNA STAR (Galaxy 2.6.0b-1). The numbers of mapped reads of each gene were counts using FeatureCounts (Galaxy 1.6.0.6). Data from FeatureCounts were further analyzed using Deseq2 (1.22.2) in the R program. Log2FoldChange (LFC) comparing to the CRY/PER/NR1D_KO cells was used for further analysis. The correlation analysis was performed using the “cor.test” function in the R program with the parameter “method = ‘Pearson’.” For visualization of the sequencing results, mapped reads were separated into two strands using Filter SAM or BAM, output SAM or BAM (Galaxy 1.8), converted to the bedgraph files using the Genome Coverage (Galaxy 2.27.0.0), and to the bigwig files using the Wig/BedGraph-to-bigWig (Galaxy 1.1.1). The raw sequencing data and the processed data were uploaded to the Gene Expression Omnibus (GSE157946).

### Dbp Expression Analysis of Serum- or Dexamethasone-Synchronized Cells

For serum synchronization, cells were seeded into 60 mm dishes the day before the experiment. Serum shock was performed by replacing the medium with the DMEM medium with 50% horse serum. After 2 h, the high serum medium was replaced with the DMEM medium with 10% FBS. Cells were collected every 2 h using TriReagent (Zymo Research) and were kept at −80°C. For dexamethasone treatment, cells were treated with 100 nM dexamethasone for 2 h. Then, the medium was changed to the DMEM medium with 10% FBS, and the cells were collected as serum shock experiments.

Total RNA was purified using the DirectZol RNA Miniprep kit (Zymo Research) following the manual. RNA concentration was determined by Qubit RNA HS kit (Thermo Fisher Scientific). The same amount of RNA was reverse-transcribed into cDNA using PrimeScript RT Reagent kit (Takara Bio). Real-time PCR analysis was performed using iQ SYBR Green Supermix and CFX96 Real-Time PCR Detection System (Biorad). The relative level of RNA to the untreated sample was calculated using the 2^∧^(−ΔΔCq) method using primary Gapdh RNA as the internal control. The primer sequences were provided in Supplementary Table.

### Dbp Expression Analysis of in Cry/Per/Nr1d_KO Cells Expressing CRY1-ER

The DNA fragment of the ligand-binding domain of the estrogen receptor (ER) was PCR-amplified from the pWZL-blast-PER2-ER (Ye et al., 2014). This fragment was inserted to the 3′-end of mouse Cry1 cDNA in a vector by restriction enzyme digestion and ligation. The CRY1-ER was PCR-amplified and was subcloned into the pWZL-blast by restriction enzyme digestion and ligation to make pWZL-blast-CRY1-ER. Cry/Per/Nr1d_KO cells were infected by the retrovirus carrying CRY1-ER fragment. After blasticidin selection (5 μg/ml), individual colonies were isolated, and the expression of CRY1-ER protein was checked by Western blot.

The Cry/Per/Nr1d_KO-CRY1-ER cells were maintained in the DMEM medium containing 10% FBS and 2.5 μg/ml blasticidin. The cells were seeded in the DMEM medium without blasticidin when performing experiments. The addition of 4-hydroxytamoxyfen (4-OHT) into the medium to 10 nM was used to induce CRY1-ER nuclear entry. RNAs were prepared at different time courses after 4-OHT treatment and were analyzed as mentioned above.

### Nuclear Fractionation and Western Blot

Antibody for detecting mouse CRY1 was provided by the laboratory of Aziz Sancar and was described previously (Ye et al., 2011). Antibodies for detection CLOCK (Bethyl Laboratories), BMAL1 (Bethyl Laboratories), CRY2 (Bethyl Laboratories), NR1D1 (Cell Signaling Technology), and NR1D2 (Santa Cruz Biotechnology) were from commercial sources.

For nuclear fractionation, cells were detached from the plate by trypsinization. After PBS wash, cells were lysed with hypotonic buffer (10 mM HEPES pH7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.3% Igepal-CA630). After centrifugation (400 g for 5 min), the supernatants were collected as cytosol fractions. The nuclear pellets were washed with hypotonic buffer and were lysed with NUN buffer (20 mM HEPES pH7.4, 300 mM NaCl, 1 M urea, and 10% glycerol). After centrifugation (15,000 g for 15 min), the supernatants were collected as the enriched nuclear fractions.

The protein concentrations of lysates were estimated by the QuantiChrom^TM^ Total Protein Assay Kit (BioAssay System). Equal amounts of total proteins were applied to the Western blot experiments.

The Western blot results were quantified by the Image Lab software (Bio-Rad Laboratories). For estimating the relative levels of CRY1-CLOCK-BMAL1 in the nucleus, CRY1 levels in the nuclear fractions were first normalized to the BMAL1 levels and then compared to the group without 4-OHT treatment.

## Results

### Generation of Mouse Embryonic Fibroblast Cell Line Lacking CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 (CPN_KO Cells)

To study the mechanism of TTFL without complicated interference between CRY, PER, and NR1D proteins, we attempted to generate a cell line lacking CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 (Cry/Per/Nr1d_KO). This cell line would be an advanced “*in cellulo*” biochemical system to study the function of proteins in the TTFL. We selected the MEF cell line lacking CRY1, CRY2, PER1, and PER2 (Cry/Per_KO) (Ye et al., 2014) as the parental cells. The Nr1d1 and Nr1d2 genes of the parental cells were mutated using the CRISPR/Cas9 system. Lentivirus expressing Cas9 protein and the guide RNA sequences targeting Nr1d1 and Nr1d2 was prepared as the previously published method for the generation of MEF cells lacking PER1, PER2, NR1D1, and NR1D2 (Per/Nr1d_KO) (Chiou et al., 2016). Figure 1A showed the relations of Cry/Per_KO, Per/Nr1d_KO, and Cry/Per/Nr1d_KO cells. We successfully isolated one clone lacking detectable NR1D1 and NR1D2 proteins from 12 clones in the first screening. We further compared the protein levels of CRY1, CRY2, NR1D1, NR1D2, CLOCK, and BMAL1 in the Cry/Per/Nr1d_KO cells with Cry/Per_KO and Per/Nr1d_KO cells (Figure 1B). Comparing to Cry/Per_KO cells, NR1D1 and NR1D2 proteins in Cry/Per/Nr1d_KO cells were undetectable as published Per/Nr1d_KO cells. Associated with the lack of NR1D proteins, CLOCK and BMAL1 proteins were higher in the Cry/Per/Nr1d_KO cells. Transcription of Bmal1 was repressed by NR1D proteins (Preitner et al., 2002), and thus, more BMAL1 proteins in Cry/Per/Nr1d_KO cells than in Cry/Per_KO cells was due to the increase of Bmal1 transcription in the absence of NR1D proteins. Cry/Per/Nr1d_KO cells did not express CRY1 and CRY2 proteins as the parental Cry/Per_KO cells. It has been shown that BMAL1 protein was hyperphosphorylated in Cry-deficient cells (Tamaru et al., 2003). We also observed more hyperphosphorylated BMAL1 in the Cry/Per/Nr1d_KO and the Cry/Per_KO cells than in the Per/Nr1d_KO cells expressing endogenous CRY1 and CRY2 proteins.

**FIGURE 1:**
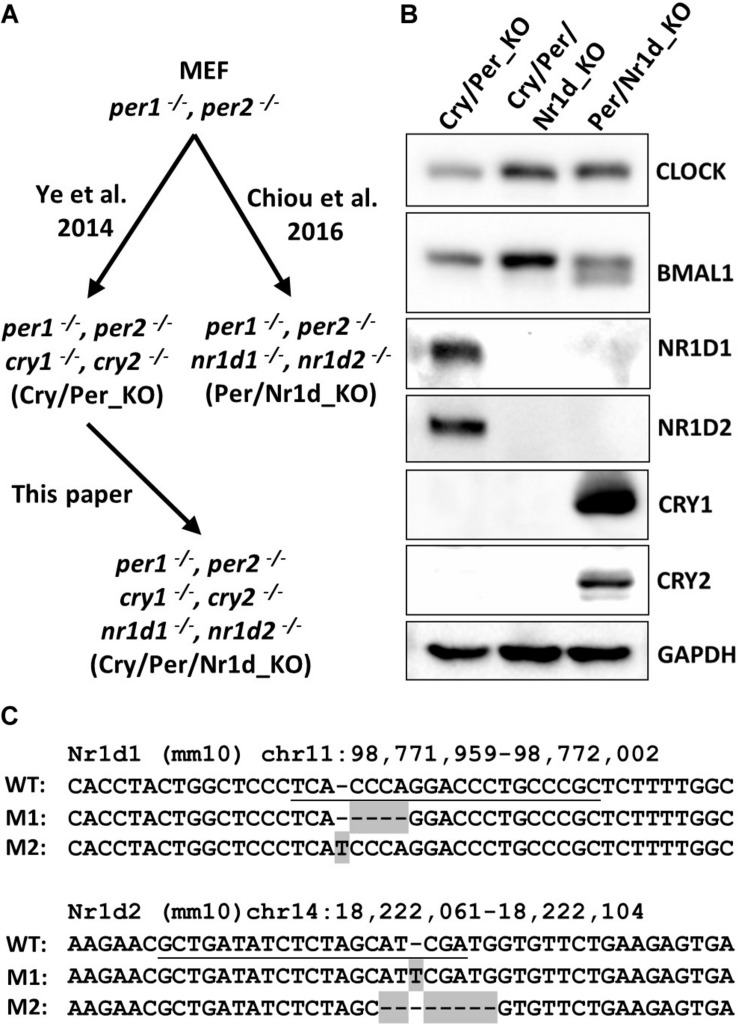
Characterization of Cry/Per/Nr1d_KO cells. **(A)** The relations of Cry/Per_KO, Cry/Per/Nr1d_KO, and Per/Nr1d_KO cells were shown. **(B)** Western blot analysis of CLOCK, BMAL1, NR1D1, NR1D2, CRY1, and CRY2 protein in these three cell lines were shown. The GAPDH was detected as the loading control. **(C)** The wild-type (WT) sequences (mouse genome: mm10) of Nr1d1 and Nr1d2 around the CRISPR/Cas9 targeting sites and the genome sequences from Cry/Per/Nr1d_KO cells were aligned. The guide RNA targeting sequences were underlined. The mutated sequences in Cry/Per/Nr1d_KO cells were shaded.

We also analyzed the genomic DNA sequences around the CRISPR/Cas9-targeting sites of Nr1d1 and Nr1d2 genes of the Cry/Per/Nr1d_KO cells. We got two types of Nr1d1 sequences from Cry/Per/Nr1d_KO cells with 4 bp deletion and 1 bp insertion comparing to the wild type. For Nr1d2 genes, we also got two types of sequences with 1 bp insertion and 7 bp deletion (Figure 1C). These data suggested that both alleles of Nr1d1 and Nr1d2 genes were frameshift-mutated in the Cry/Per/Nr1d_KO cells.

### Transcriptome Analysis of Cry/Per_KO, Per/Nr1d_KO, and Cry/Per/Nr1d_KO Cells

In the TTFL model, CRY could inhibit CLOCK-BMAL1 through direct interaction on DNA, and NR1D could inhibit CLOCK-BMAL1 by decreasing the Bmal1 level. In another way, CRY could increase the BMAL1 level through inhibiting Nr1d transcription, and NR1D could activate CLOCK-BMAL1 through decreasing CRY level. However, the rhythmic Bmal1 transcription is dispensable for the intracellular circadian rhythm (Liu et al., 2008; Xu et al., 2015). To distinguish the effect of BMAL1 level change by NR1D and the effect of BMAL1 activity by CRY on the transcriptome, we analyzed the transcriptomes of Cry/Per_KO, Per/Nr1d_KO, and Cry/Per/Nr1d_KO cells by RNA-sequencing (RNA-seq). 

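RNA of the 3 cell lines, which are immortalized mouse embryonic fibroblast lines, was enriched for poly-A transcripts and sequenced from strand-specific libraries as single-end reads of 50 bases, with 2 libraries per cell line. The authors mapped the reads to mm10 with STAR, counted them per gene with featureCounts, and deposited the counts without normalization. The paper's text does not name the strand setting or the treatment of multi-mapping reads in this counting. The libraries labelled Cry/Per/Nr1d_KO held 74687837 and 60097368 counts, those labelled Cry/Per_KO held 56427876 and 64845775, and those of Per/Nr1d_KO cells held 53764390 and 85927236. The 20 genes with the most counts took between 6.55% and 8.18% of a library. Between the 2 libraries of a cell line, the correlation of log2 CPM values across genes was 0.998 in each line. The chi-square per degree of freedom between the libraries of a line was 7.04 (labelled Cry/Per_KO), 14.0 (labelled Cry/Per/Nr1d_KO) and 7.09 (Per/Nr1d_KO), where sampling noise alone gives about 1. Counts were scaled by edgeR's TMM method and are given as normalized counts at the mean effective library size. A count of 0 allows up to 3 counts in a library, and this floor covers counting error only, since the reads carry no molecular identifiers.

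The genotype given for each library and the name under which its counts were deposited disagree on which pair of libraries is Cry/Per_KO and which is Cry/Per/Nr1d_KO. The genotype labels were used throughout, and the pairs are called the libraries labelled Cry/Per_KO and the libraries labelled Cry/Per/Nr1d_KO. The authors also deposited DESeq2 tables with the log2FoldChange of Cry/Per_KO and Per/Nr1d_KO cells relative to Cry/Per/Nr1d_KO cells. DESeq2 log2 fold changes recomputed from the counts were set beside these tables for 11912 genes. For Cry/Per_KO, Pearson's r across genes with the authors' deposited table was -0.998 under the labels and 0.998 with the labels of the 2 pairs exchanged. For Per/Nr1d_KO, r with the authors' deposited table was 0.806 under the labels and 0.999 with the labels exchanged. The median absolute difference from the authors' deposited table in the Per/Nr1d_KO comparison was 0.34 on the log2 scale under the labels and 0.0022 with the labels exchanged. Genes are not independent replicates, so these correlations are descriptions. Since this check went against the labels, values with the labels exchanged stand beside those under the labels wherever a direction or the reference depends on them.

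**Figure D1:**
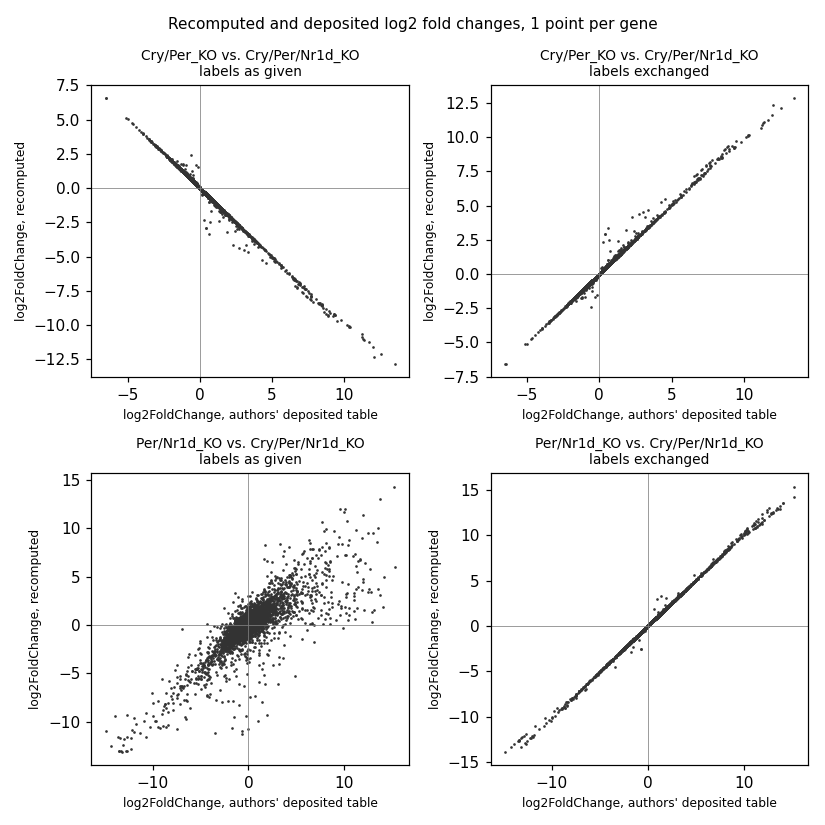
log2FoldChange in the authors' deposited tables (horizontal axis) against log2 fold changes recomputed from the deposited counts (vertical axis), 1 point per gene, for Cry/Per_KO (upper panels) and Per/Nr1d_KO (lower panels) relative to Cry/Per/Nr1d_KO, with the labels as given (left) and exchanged (right). With the labels exchanged the points lie on a rising line (r = 0.998 and 0.999), and with the labels as given they lie on a falling line for Cry/Per_KO (r = -0.998) and scatter for Per/Nr1d_KO (r = 0.806).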

The difference of transcriptome between Cry/Per/Nr1d_KO and Cry/Per_KO cells could be explained by the expression of endogenous NR1D1 and NR1D2 proteins regardless of the expression of CRY and PER protein. Also, CRY-mediated regulation could be analyzed by comparing the transcriptome of Per/Nr1d_KO and Cry/Per/Nr1d_KO cells.

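The genes mutated in these cell lines were still transcribed in every library, each at more than 1000 normalized counts. Their counts per gene thus do not by themselves show which line a library came from. The sequences of reads across the mutated sites of Nr1d1 and Nr1d2, which the paper gives for Cry/Per/Nr1d_KO cells, were not examined here. Nr1d1 (Entrez Gene 217166, chromosome 11 of GRCm38, from 98767932 to 98775377) had 3158 and 3146 normalized counts in the libraries labelled Cry/Per/Nr1d_KO, 9337 and 9249 in those labelled Cry/Per_KO, and 5359 and 4838 in those of Per/Nr1d_KO cells. Nr1d2 (Entrez Gene 353187, chromosome 14, from 18204056 to 18239106) had 4881 and 5506, 8262 and 8008, and 5558 and 5717 normalized counts in the same order of libraries. For Cry1 the normalized counts were 1698 and 1724, 5323 and 5478, and 1535 and 1592 in this order. Cry2 had 6908 and 6476, 7783 and 7824, and 1107 and 1169 normalized counts. Per1 had 3066 and 3062, 5644 and 5793, and 2379 and 2106 normalized counts. Per2 had 4866 and 4999, 6633 and 6838, and 1004 and 1089 normalized counts. Of the bases in Nr1d1 exons, 8.55% also lie in exons of Thra on the opposite strand, and 6.00% of the 50-base stretches of Nr1d2 transcripts also occur in 1 other annotated gene, so counts of these genes depend on how such reads were assigned.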

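On the 500 most variable genes of the 6 libraries, as log2 CPM values with a prior count of 2, the first principal component held 76.1% of the variance and the second 23.4%. The first component placed the Per/Nr1d_KO libraries at 86.4 and 87.1, those labelled Cry/Per/Nr1d_KO at -31.2 and -31.5, and those labelled Cry/Per_KO at -55.9 and -55.0. On the second component the libraries labelled Cry/Per/Nr1d_KO lay at -45.5 and -45.6, those labelled Cry/Per_KO at 37.9 and 37.7, and those of Per/Nr1d_KO at 7.25 and 8.18. The largest distance between the 2 libraries of a cell line was 1.18, against a smallest distance of 86.5 between libraries of different lines. An exchange of the labels changes the names of the groups and not these positions. With all 6 libraries, DESeq2's regularized log in place of log2 CPM values moved these shares to 84.4% and 15.4%. Leaving out 1 library in turn gave shares of the first component from 62.7% to 85.9% and of the second from 13.7% to 36.8%, the lowest first share and the highest second without the first Per/Nr1d_KO library.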

The association between RNA-seq data from two independent experiments of each cell line was analyzed by the principal component analysis (Figure 2A). We filtered out the genes with lower expression levels (baseMean < 100) according to the distributions of baseMean of all genes (Figure 2B), and compared the expression 11,912 genes in these three cell lines. 

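The deposited counts cover 27179 genes named by Entrez Gene ID, of which 25275 (93.0%) were matched to a symbol and 20375 had a count in at least 1 library. A mean of at least 100 normalized counts over the 6 libraries was reached by 11934 genes, and these genes were tested. The authors' deposited table lists 11912 genes with a baseMean of at least 100.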

The criteria we used for selecting the changed genes were described as follows: (1) the level of change was more than 75% [the absolute value of log2FoldChange > log2(1.75)], and (2) the adjusted *p*-value was less than 1e-22. 

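Genes were called changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a change of more than 1.75-fold, a fit of all 6 libraries with 2 per cell line. The common biological coefficient of variation between libraries of a line was 0.0393. Between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO, 2006 genes were called changed, 938 of them higher and 1068 lower in the former, which becomes 1068 higher and 938 lower with the labels exchanged. Between Per/Nr1d_KO libraries and those labelled Cry/Per/Nr1d_KO, 2468 genes were called changed, 1352 higher and 1116 lower in Per/Nr1d_KO. Exchanging the labels makes the other pair of libraries the reference of this comparison, and 3457 genes were called changed, 1813 higher and 1644 lower in Per/Nr1d_KO. Of the alternatives that raised these counts, dropping the limit on the fold moved them most, to 9118, 9042 and 9793 genes in the same order. With the paper's criteria, an adjusted p under 1e-22 from DESeq2 with the same limits on fold and baseMean, the counts were 1097, 1758 and 2530 genes. Of the called genes, 45.5%, 19.4% and 44.7% lay on chromosomes whose median log2 fold change was beyond 0.25 in either direction, against 35.8%, 14.3% and 30.3% of the genes tested.

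Steap4 had 881 ± 39.6 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO and 9.66 ± 3.62 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO, 91.2-fold higher in the former. Among the genes with the largest fall in the same comparison, Zdbf2, Sim2 and Pitx1 had 0 counts in both libraries labelled Cry/Per_KO and were at least 447-fold, 279-fold and 194-fold lower there. Sall1 had 0 counts in the 4 libraries of the other lines and 3704 ± 229 normalized counts (SD, n = 2) in Per/Nr1d_KO, at least 1236-fold higher than in the libraries labelled Cry/Per/Nr1d_KO and at least 1179-fold higher than in those labelled Cry/Per_KO. Irx1, Pcdh9 and Pgm5 had 0 counts in both Per/Nr1d_KO libraries and were at least 525-fold, 485-fold and 480-fold lower there than in the libraries labelled Cry/Per/Nr1d_KO. Against the libraries labelled Cry/Per_KO, Cyp1b1 was at least 21152-fold higher and Heph at least 918-fold lower in Per/Nr1d_KO.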

Comparing with Cry/Per/Nr1d_KO cells, 1,090 genes expressed differently in Cry/Per_KO cells, and 2,527 genes expressed differently in Per/Nr1d_KO cells (Figure 2C). From RNA-seq data, we selected circadian genes, including Clock, Arntl (Bmal1), Cry1, Cry2, Per1, Per2, Per3, Nr1d1, Nr1d2, Dbp, Hlf, Tef, Bhlh40, Bhlh41, and Ciart to compare the effect of CRY and NR1D on CLOCK-BMAL1 and its target genes (Figure 2D). Comparing to Cry/Per/Nr1d_KO cells, Per/Nr1d_KO cells (with CRY1 and CRY2 proteins) showed decreased RNA levels of Cry1, Cry2, Per1, Per2, Per3, Nr1d1, Nr1d2, Dbp, Hlf, Tef, Bhlh40, and Bhlh41. These genes were known CLOCK-BMAL1-regulated genes, and thus the data suggested that CRY proteins repressed CLOCK-BMAL1-mediated transcription in the absence of PER and NR1D proteins. 

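Among the circadian genes, Dbp (Entrez Gene 13170, chromosome 7 of GRCm38, from 45705100 to 45710203) had 158 ± 24.4 normalized counts (SD, n = 2) in Per/Nr1d_KO, 711 ± 27.7 (SD, n = 2) in the libraries labelled Cry/Per/Nr1d_KO and 1717 ± 59.8 (SD, n = 2) in those labelled Cry/Per_KO. Its log2 fold change in Per/Nr1d_KO was -2.20 (standard error 0.11, adjusted p = 3.2e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) against the libraries labelled Cry/Per/Nr1d_KO and -3.47 (standard error 0.099, adjusted p = 4.5e-14 from the same test) against those labelled Cry/Per_KO, which are the reference if the labels are exchanged. Of the bases in Dbp exons, 18% also lie in exons of Sphk2 on the opposite strand. Bhlhe41 fell from 567 ± 22.4 (SD, n = 2, labelled Cry/Per/Nr1d_KO) or 731 ± 9.38 (SD, n = 2, labelled Cry/Per_KO) to 23.6 ± 1.16 (SD, n = 2) normalized counts, and 19% of its exon bases lie in exons of Gm43909 on the opposite strand. The other genes called lower in Per/Nr1d_KO against both pairs were Cry2 (log2 fold change -2.55 against the libraries labelled Cry/Per/Nr1d_KO and -2.77 against those labelled Cry/Per_KO), Per2 (-2.23 and -2.68), Per3 (-1.49 and -2.65), Hlf (-3.99 and -4.22), Tef (-0.90 and -0.92), Bhlhe40 (-1.20 and -1.92) and Ciart (-2.35 and -1.84). Of the 50-base stretches of Ciart transcripts, 15.1% also occur in 1 other annotated gene. Of the genes that the paper lists as lower in Per/Nr1d_KO, 4 changed direction or call with the reading of the labels. Per1 was lower by both readings, with a log2 fold change of -0.46 that stayed inside the limit of 1.75-fold under the labels and -1.36 with the labels exchanged. Cry1 differed little under the labels (-0.13, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower with the labels exchanged (-1.79, adjusted p = 7.0e-14 from the same test). Nr1d1 was higher in Per/Nr1d_KO under the labels (log2 fold change 0.69, adjusted p = 1.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, inside the limit of 1.75-fold) and lower with the labels exchanged (-0.87, adjusted p = 3.2e-10 from the same test). Nr1d2 had a log2 fold change of 0.12 under the labels (adjusted p = 0.061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.53 with the labels exchanged (adjusted p = 2.8e-07 from the same test, inside the limit of 1.75-fold). Besides the exchange of the labels, subtracting the median log2 fold change of each gene's chromosome, chosen after the data were seen, moved Nr1d2 most, to -0.40 and -1.15, since the genes of chromosome 14 had medians of 0.52 and 0.62 in these comparisons. From the lower RNA levels of CLOCK-BMAL1-regulated genes in Per/Nr1d_KO cells, the paper proposes that CRY proteins repress transcription by CLOCK-BMAL1 when PER and NR1D proteins are missing.

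**Figure D2:**
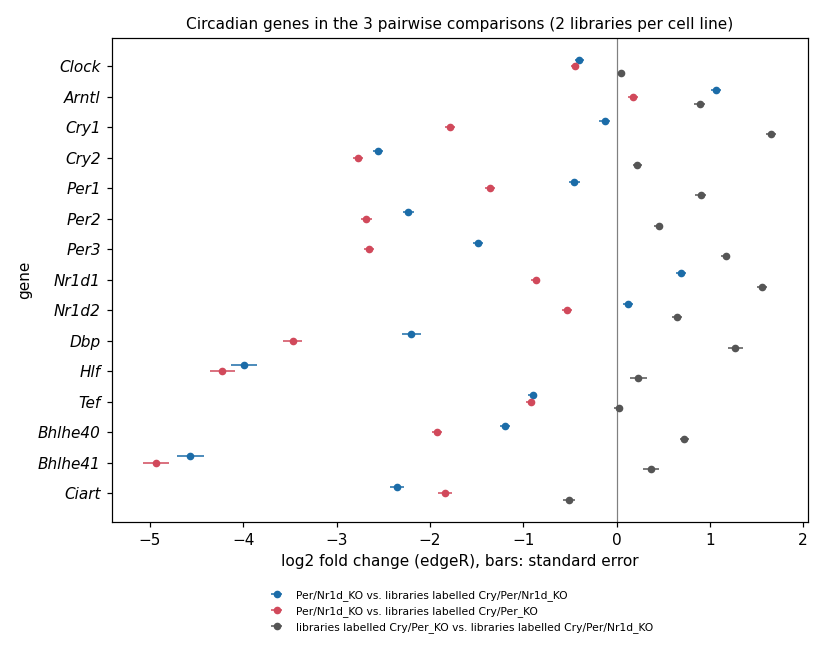
log2 fold change (horizontal axis, edgeR) of 15 circadian genes (vertical axis) in Per/Nr1d_KO against each of the other pairs of libraries and between those pairs, with bars for the standard error and 2 libraries per cell line. Dbp, Hlf and Bhlhe41 lie far below 0 in Per/Nr1d_KO against either pair, while Nr1d1 lies at 0.69 against the libraries labelled Cry/Per/Nr1d_KO and at -0.87 against those labelled Cry/Per_KO.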

In Per/Nr1d_KO cells, Clock mRNA was slightly lower than, and Arntl mRNA was similar to the level in Cry/Per/Nr1d_KO cells. These data indicated that CRY could not affect Clock and Bmal1 mRNA levels in the absence of NR1D proteins. 

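Clock (Entrez Gene 12753, chromosome 5 of GRCm38, from 76209868 to 76305603) had 8679 ± 162 normalized counts (SD, n = 2) in Per/Nr1d_KO, 11436 ± 514 (SD, n = 2) in the libraries labelled Cry/Per/Nr1d_KO and 11795 ± 257 (SD, n = 2) in those labelled Cry/Per_KO. Its log2 fold change in Per/Nr1d_KO was -0.40 (standard error 0.046, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.44 (standard error 0.046, adjusted p = 2.6e-07 from the same test) with the labels exchanged. Both changes were larger than the spread between libraries and inside the limit of 1.75-fold. Arntl (Entrez Gene 11865) had 2474 ± 26.6 normalized counts (SD, n = 2) in Per/Nr1d_KO. Under the labels its log2 fold change was 1.07 (standard error 0.058, adjusted p = 1.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a called rise. Its log2 fold change was 0.17 with the labels exchanged (standard error 0.056, adjusted p = 0.0094 from the same test), inside the limit of 1.75-fold. With each library left out in turn, the log2 fold change of Arntl stayed between 1.05 and 1.08 under the labels and between 0.16 and 0.19 with the labels exchanged.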

In Cry/Per_KO cells (with NR1D1 and NR1D2 proteins), Arntl and Cry1 mRNAs were lower than those in the Cry/Per/Nr1d_KO cells as expected, because known RRE element was identified on these two genes. However, the influences of NR1D proteins to other CLOCK-BMAL1-regulated genes were gene-specific. 

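The libraries labelled Cry/Per_KO had 2192 ± 22.9 normalized counts of Arntl (SD, n = 2) and those labelled Cry/Per/Nr1d_KO had 1181 ± 14.8 (SD, n = 2). The log2 fold change of Cry/Per_KO relative to Cry/Per/Nr1d_KO was thus 0.89 (standard error 0.058, adjusted p = 2.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.89 with the labels exchanged. Cry1 (Entrez Gene 12952, chromosome 10 of GRCm38, from 85131700 to 85185054) had 5401 ± 109 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO and 1711 ± 17.8 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO, a log2 fold change of 1.66 (standard error 0.053, adjusted p = 9.6e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -1.66 with the labels exchanged. Both differences were larger than the spread between libraries, and their direction depends on the labels. By Western blot, the paper reports more BMAL1 protein in Cry/Per/Nr1d_KO than in Cry/Per_KO cells. This is the direction of Arntl RNA with the labels exchanged, although protein and RNA levels need not move together. The authors' deposited table gives log2FoldChange values of -0.89 for Arntl and -1.65 for Cry1.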

The mRNA levels of Nr1d1, Nr1d2, Per1, and Per3 in Cry/Per_KO cells were lower than Cry/Per/Nr1d_KO cells as the levels in Per/Nr1d_KO cells. However, the mRNA levels of Per2, Bhlh40, and Dbp in Cry/Per_KO cells were lower than Cry/Per/Nr1d_KO but were higher than Per/Nr1d_KO cells. Furthermore, the mRNA levels of Cry2, Hlf, and Tef in Cry/Per_KO cells were similar to the levels in Cry/Per/Nr1d_KO cells. 

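In the libraries labelled Cry/Per_KO, Nr1d1 had 9293 ± 62.4 normalized counts (SD, n = 2) against 3152 ± 8.39 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO, a log2 fold change of 1.56 (standard error 0.053, adjusted p = 1.9e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -1.56 with the labels exchanged. Nr1d2 had 8135 ± 179 (SD, n = 2) against 5193 ± 442 (SD, n = 2) normalized counts, a log2 fold change of 0.65 (adjusted p = 4.7e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, inside the limit of 1.75-fold) under the labels and -0.65 with the labels exchanged. For Per1 the normalized counts were 5719 ± 106 (SD, n = 2) against 3064 ± 2.78 (SD, n = 2), and the log2 fold change was 0.90 (adjusted p = 1.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.90 with the labels exchanged. For Per3 (Entrez Gene 18628, chromosome 4 of GRCm38, from 150997018 to 151044707) they were 6603 ± 294 (SD, n = 2) against 2940 ± 14.0 (SD, n = 2), and the log2 fold change was 1.17 (adjusted p = 2.6e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -1.17 with the labels exchanged. In Per/Nr1d_KO these genes had 5098 ± 369 (Nr1d1), 5637 ± 112 (Nr1d2), 2243 ± 193 (Per1) and 1050 ± 17.4 (Per3) normalized counts (SD, n = 2).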

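Per2 (Entrez Gene 18627, chromosome 1 of GRCm38, from 91415977 to 91459351) had 6736 ± 145 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO, 4932 ± 93.6 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO and 1046 ± 60.1 (SD, n = 2) in Per/Nr1d_KO. The log2 fold change of Cry/Per_KO relative to Cry/Per/Nr1d_KO was 0.45 (standard error 0.049, adjusted p = 7.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.45 with the labels exchanged. Bhlhe40 (Entrez Gene 20893) had 8418 ± 46.9, 5092 ± 110 and 2228 ± 128 normalized counts (SD, n = 2) in the same order of groups, and its log2 fold change was 0.73 (standard error 0.049, adjusted p = 3.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.73 with the labels exchanged. The changes of Per2 and Bhlhe40 stayed inside the limit of 1.75-fold. Dbp passed it, with a log2 fold change of 1.27 (standard error 0.081, adjusted p = 1.7e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -1.27 with the labels exchanged. All 3 genes had fewer normalized counts in both Per/Nr1d_KO libraries than in any of the other 4 libraries, whichever way the labels are read.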

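Cry2 (Entrez Gene 12953, chromosome 2 of GRCm38, from 92403646 to 92434085) had 7803 ± 28.8 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO and 6692 ± 305 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO, a log2 fold change of 0.22 (standard error 0.048, adjusted p = 0.00071 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.22 with the labels exchanged. Hlf (Entrez Gene 217082) had 1033 ± 27.2 (SD, n = 2) and 882 ± 106 (SD, n = 2) normalized counts. Its log2 fold change was 0.23 (standard error 0.090, adjusted p = 0.030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and -0.23 with the labels exchanged. With each library left out in turn, the log2 fold change of Hlf lay between 0.11 and 0.35 under the labels. Tef (Entrez Gene 21685) had 13529 ± 490 (SD, n = 2) and 13302 ± 602 (SD, n = 2) normalized counts, a log2 fold change of 0.024 (standard error 0.049, adjusted p = 0.66 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels. The difference in Tef was smaller than the spread between libraries, and without the second library labelled Cry/Per/Nr1d_KO or the second labelled Cry/Per_KO its log2 fold change was -0.021 and -0.013. The 3 changes were inside the limit of 1.75-fold. In the same comparison Clock had a log2 fold change of 0.045 (adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was -0.00057 without the first library labelled Cry/Per/Nr1d_KO and -0.045 after subtracting its chromosome's median. Ciart had 1507 ± 71.8 (SD, n = 2) and 2145 ± 118 (SD, n = 2) normalized counts, a log2 fold change of -0.51 (adjusted p = 4.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the labels and 0.51 with the labels exchanged. Ciart lies on chromosome 3, whose genes had a median log2 fold change of -0.65 between these libraries, and relative to that median its value was 0.13. Since 15.1% of the 50-base stretches of its transcripts occur in another gene, its counts depend on how such reads were assigned.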

RNA-seq data visualized by genome browser also presented the different expression levels of Arntl genes between Cry/Per/Nr1d_KO and Cry/Per_KO cells, but not between Cry/Per/Nr1d_KO_and Per/Nr1d_KO cells (Figure 2E).

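Arntl lies on chromosome 7 of GRCm38 from 113178471 to 113314126, and the neighbouring gene Btbd10 (Entrez Gene 68815) lies from 113315631 to 113371527. Between both pairs of libraries and Per/Nr1d_KO, the normalized counts of Arntl were 1.13-fold apart for the libraries labelled Cry/Per_KO and 2.09-fold apart for those labelled Cry/Per/Nr1d_KO. Between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO they were 1.86-fold apart. Btbd10 had 1651 ± 4.37 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO, 2046 ± 49.4 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO and 1925 ± 60.0 (SD, n = 2) in Per/Nr1d_KO, and it was not called changed in any of the 3 comparisons. Of the 50-base stretches of Arntl transcripts none, and of those of Btbd10 transcripts 3.24%, also occur in other annotated genes. The genes of chromosome 7 as a whole had a median log2 fold change of -0.27 in the libraries labelled Cry/Per_KO relative to those labelled Cry/Per/Nr1d_KO, in the direction opposite to that of Arntl.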

**FIGURE 2:**
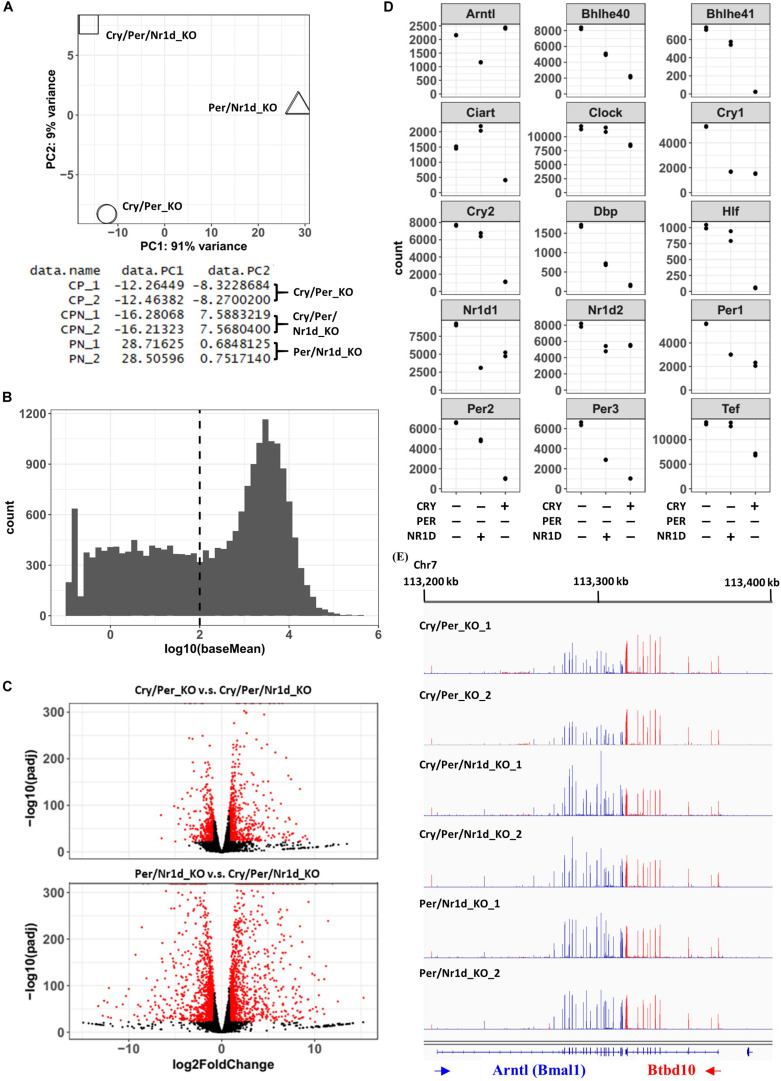
RNA-Seq Analysis of Cry/Per_KO, Per/Nr1d_KO, and Cry/Per/Nr1d_KO Cells. **(A)** The principal component analysis was performed using Deseq2, and the data were shown and was plotted using R software. **(B)** The histogram showed the distribution of baseMean calculated by Deseq2. The dashed line indicated the position that baseMean was equal to 100. **(C)** Volcano blots of Cry/Per_KO cells vs. Cry/Per/Nr1d_KO cells and Per/Nr1d_KO cells vs. Cry/Per/Nr1d_KO cells were shown. Genes with significant differences were colored in red. **(D)** The read counts of different genes calculated by Deseq2 were extracted and were plotted. Each spot represented the value of each experiment. **(E)** The figure was the screenshot of RNA-seq data visualized by the IGV genome browser. RNA-seq datamapped to different strands of the genome were displayed in different colors, and then were overlayed to display. For better visualization quality, sample names, gene names, and the locations of the genome were added manually.

To compare genes affected by the loss of CRY proteins (Per/Nr1d_KO v.s. Cry/Per/Nr1d_KO) or NR1D proteins (Cry/Per_KO v.s. Cry/Per/Nr1d_KO), we focused on the 2,918 genes that expressing differently between Cry/Per_KO and Cry/Per/Nr1d_KO (*n* = 1,090) or between Per/Nr1d_KO and Cry/Per/Nr1d_KO (*n* = 2,527) cells. Among these genes, 628 genes were affected by both CRY and NR1D in the same trend (higher or lower in both Cry/Per_KO and Per/Nr1d_KO comparing to Cry/Per/Nr1d_KO cells). This number was 57.6% of the number of NR1D affected genes and 24.1% of the number of CRY affected genes). 

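Under the labels, 522 genes were called changed in the same direction in both comparisons, 281 higher and 241 lower than in the libraries labelled Cry/Per/Nr1d_KO. They were 26.0% of the genes changed in the Cry/Per_KO comparison and 21.2% of those changed in the Per/Nr1d_KO comparison. The union of both sets held 3502 genes. With the labels exchanged, so that the other pair of libraries is the shared reference, 1247 genes changed in the same direction (755 higher and 492 lower), which was 62.2% and 36.1% of the changed genes, in a union of 4031. Both comparisons share their reference libraries, and with it the chance values of those libraries. By a one-sided Fisher's exact test against the genes tested, the overlap of higher genes had p = 9.5e-60 and that of lower genes p = 1.4e-42 under the labels, and that of lower genes p = 3.8e-196 with the labels exchanged, with genes taken as independent. Under the labels the odds ratios were 3.96 and 3.33 in the same direction and 2.05 and 3.56 in opposite directions. The overlap was thus not limited to the same direction. With the labels exchanged they were 22.3 and 9.42 in the same direction and 0.544 and 0.616 in opposite directions. In 20 simulated data sets with unchanged groups against the same reference, 0 genes were called in either comparison, and the genes of the union had the same sign in 66.6% of cases under the labels and 66.9% with the labels exchanged. The observed shares of the union with the same sign were 53.9% and 79.0%. Besides the exchange, dropping the limit on the fold moved the number of genes changed in the same direction most, to 3932.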

The number of genes contrarily affected by CRY and NR1D was 71 (6.5% of NR1D affected genes, 2.8% of CRY affected genes). 

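In opposite directions, 450 genes were called changed under the labels, which was 22.4% of the genes changed in the Cry/Per_KO comparison and 18.2% of those changed in the Per/Nr1d_KO comparison. Of these genes, 154 were higher in the libraries labelled Cry/Per_KO and lower in Per/Nr1d_KO, and 296 were the reverse. After exchange of the labels 185 genes changed in opposite directions, 9.22% and 5.35% of the changed genes. The paper's criteria gave 169 such genes under the labels, and 72 when applied together with the exchange of the labels, a combination chosen after the data were seen.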

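Under the labels, 1034 genes were called changed only between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO (51.5% of that comparison), and 1496 only between Per/Nr1d_KO and the libraries labelled Cry/Per/Nr1d_KO (60.6%). The corresponding numbers were, with the labels exchanged, 574 (28.6%) and 2025 (58.6%). Since both comparisons share a reference, a gene differs between them where it differs between the other 2 lines. Between Per/Nr1d_KO and the libraries labelled Cry/Per_KO, 731 of the 1034 genes (70.7%) and 1195 of the 1496 (79.9%) were called changed at the same limits. With the labels exchanged these numbers were, between Per/Nr1d_KO and Cry/Per_KO, 271 of the 574 genes (47.2%) and 1195 of the 2025 (59.0%). The remaining genes were not shown to differ between the comparisons.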

Others were uniquely affected by NR1D or CRY (35.9% of NR1D affected genes, 73.1% of CRY affected genes) (Figure 3A). We did a random sampling test (*n* = 100) to check whether these numbers were closed to random events. We randomly selected 1,195 (low group) and 1,332 (high group) genes as the number of genes expressing lower or higher in Per/Nr1d_KO cells and selected 444 (low group) and 646 (high group) genes as the number of genes expressing lower or higher in Cry/Per_KO cells. The mean values of the number of overlapping genes in the same group and the opposite group were 477 and 466. These data suggested that the overlapping of CRY and NR1D affected genes was not just a random event.

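Random sets with the numbers of higher and lower genes found here were drawn 100 times. Drawn from the 11934 genes tested, which are the genes that could have been called, the sets shared 206 ± 12.8 genes (SD, n = 100 draws) in the same direction and 210 ± 12.7 (SD, n = 100 draws) in opposite directions under the labels. None of the 100 draws reached the observed overlap in the same direction, and all 100 stayed below the observed overlap in opposite directions. Drawn from the union of the called genes, a smaller background, the sets shared 704 ± 18.9 and 708 ± 18.7 genes (SD, n = 100 draws), which does not test the observed overlaps, since the called genes make up the union and their total overlap is the least that sets of these sizes can have in it. With the labels exchanged, draws from the genes tested shared 290 ± 15.7 and 290 ± 15.2 genes (SD, n = 100 draws), and draws from the union shared 862 ± 21.8 and 858 ± 21.5. In this reading the observed overlap in the same direction was larger than in all 100 draws from either background, although the union holds the total overlap at its least. That in opposite directions was smaller than in all 100 draws from the genes tested. The draws treat genes as independent and do not share a reference, unlike the measured comparisons.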

**FIGURE 3:**
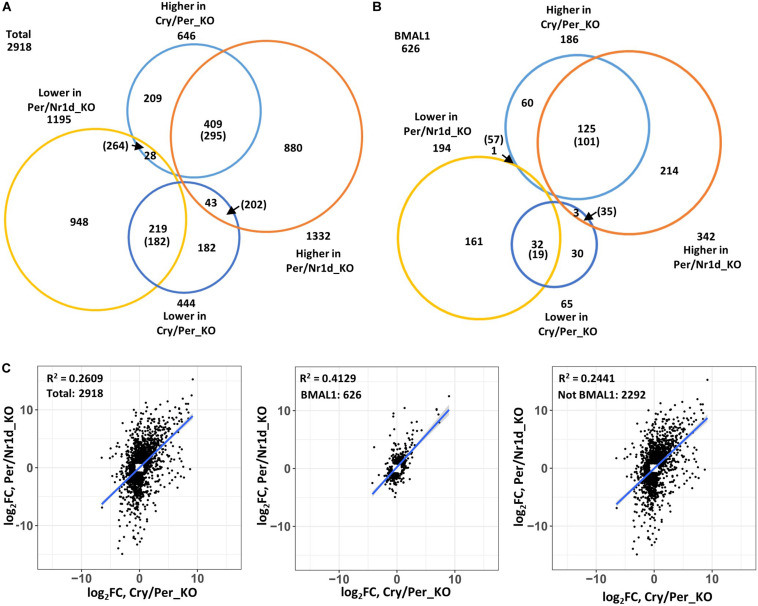
Correlation analysis of NR1D and CRY affected genes. **(A)** Genes expressing differently to Cry/Per/Nr1d_KO cells were subgrouped based on their changes in Per/Nr1d_KO cells and Cry/Per_KO cells. The numbers indicated the numbers of genes in each group. The numbers in the parentheses were the mean values from random sampling for 100 times. Genes within the list of putative CLOCK-BMAL1-regulated genes were selected and were shown in **(B)**. **(C)** The expressional changes of individual genes in Per/Nr1d_KO (*y*-axis) and Cry/Per_KO (*x*-axis) cells were plotted. The correlation was analyzed using the linear regression model (“lm”). The R-squared values and the regression lines were shown in the figures. Data from total selected genes were plotted in the left panel or were subgrouped into BMAL1-regulated (the middle panel) or not BMAL1-regulated (the right panel).

Because both NR1D and CRY could affect CLOCK-BMAL1-regulated genes, we selected putative CLOCK-BMAL1-regulated genes based on previously published BMAL1-chromatin immunoprecipitation sequencing data from the same Per/Nr1d_KO background (Chiou et al., 2016). Total 626 CLOCK-BMAL1-regulated genes expressing differently between Cry/Per_KO and Cry/Per/Nr1d_KO (*n* = 251, 40.1%) or between Per/Nr1d_KO and Cry/Per/Nr1d_KO (*n* = 536, 85.6%) cells. Among these genes, 157 genes were affected by both CRY and NR1D knockout in the same trend (62.5% of NR1D affected CLOCK-BMAL1-regulated genes, 29.3% of CRY affected CLOCK-BMAL1regulated genes). This number was higher than the mean value (120) from the random sampling test. Only four genes (the mean value from random sampling test was 92) were oppositely affected by CRY and NR1D (1.6% of NR1D affected CLOCK-BMAL1-regulated genes, 0.7% of CRY affected CLOCK-BMAL1-regulated genes). The numbers of CLOCK-BMAL1-regulated genes uniquely affected by NR1D or CRY were 90 (35.8% of NR1D-regulated) and 375 (59.9% of CRY-regulated) (Figure 3B).

We further analyzed the correlation of the CRY or NR1D-affected genes (Figure 3C). The expression of these genes showed a positive correlation (Pearson’s correlation coefficient = 0.5108, *p*-value < 2.2e-16) between Cry/Per_KO and Per/Nr1d_KO cells. 

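Across the genes of the union under the labels, the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.0555 and a Spearman correlation of 0.0480. They were 0.553 and 0.522 with the labels exchanged. These are correlations across genes, which are not independent replicates. Because both comparisons use the same reference libraries, r lies above 0 with no effect at all. In the simulated data sets with unchanged groups it averaged 0.495 (from 0.465 to 0.534) under the labels and 0.505 (from 0.471 to 0.548) with the labels exchanged. The covariance of the log2 fold changes in these simulations was 0.0045 under the labels and 0.0044 with the labels exchanged, against observed values of 0.280 and 2.93, so noise of the reference libraries accounts for 0.151% of the covariance in the latter case. With each cell line taken in turn as the shared reference, r over all genes tested was 0.055 for the libraries labelled Cry/Per/Nr1d_KO, 0.550 for those labelled Cry/Per_KO and 0.804 for Per/Nr1d_KO. Changes of the 3 lines with these sizes and no correlation among them would give 0.580 against the libraries labelled Cry/Per_KO. Leaving out each library in turn moved r between 0.0471 and 0.0681 under the labels.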

The correlation was increased when putative BMAL1-regulated genes were selected (Pearson’s correlation coefficient = 0.6426, *p*-value < 2.2e-16). Reversely, the correlation was decreased when putative BMAL1-regulated genes were excluded (Pearson’s correlation coefficient = 0.4940, *p*-value < 2.2e-16). Our RNA-seq data suggested that CRY and NR1D could regulate CLOCK-BMAL1-regulated genes independently. In another way, many genes might be regulated by CRY or NR1D in a CLOCK-BMAL1-independent manner.

### Responses of Dbp and Ciart Transcription in Cry/Per_KO, Per/Nr1d_KO, and Cry/Per/Nr1d_KO Cells After Serum Shock and Dexamethasone Shock

Synchronization of cells by serum shock or dexamethasone has been used for the study of the circadian clock in the cellular model (Balsalobre et al., 1998, 2000a). However, how these treatments affected core TTFL was unclear. We have three cell lines expressing different proteins in the TTFL from the same source. Thus, we analyzed the activity of CLOCK-BMAL1 in these three different cell lines after serum shock or dexamethasone shock to find out which protein in the TTFL responded to the synchronization signals. Neither Per/Nr1d_KO, Cry/Per_KO, nor Cry/Per/Nr1d_KO cells could generate a stable oscillation of clock-controlled genes after synchronization because of the loss of complete TTFL. We focused on a shorter time course (<8 h) after the release of synchronization to analyze the direct effects of treatment on TTFL. We analyzed the primary transcript levels of two CLOCK-BMAL1 target genes, Dbp and Ciart, by RT-qPCR to represent the transcription of these genes. The primary transcript of Gapdh was selected as the internal control for possible global effect on global transcription.

Transcription of Ciart and Dbp were lower in the Per/Nr1d_KO cells expressing endogenous CRY proteins than the other two cells without treatment. However, the expression of NR1D proteins in Cry/Per_KO cells did not affect the transcription of Ciart and Dbp comparing to Cry/Per/Nr1d_KO cells (Figure 4A). In Cry/Per/Nr1d_KO cells, serum shock decreased the primary mRNA of Dbp and then gradually recovered. The primary RNA levels of Ciart gradually decreased after serum shock. These suggested that serum shock inhibited the activity of CLOCK-BMAL1 in the absence of CRY, PER, or NR1D proteins (Figure 4B, middle). In the presence of NR1D proteins (Cry/Per_KO cells), serum shock did not inhibit the transcription of Dbp or Ciart. Instead, transcription of these genes was induced by serum shock with a time delay (Figure 4B, left). In Per/Nr1d_KO cells, we did not observe apparent effects on the transcription of these two genes after serum shock (Figure 4B, right). Based on these data, we proposed that serum shock directly inhibits the activity of CLCOK-BMAL1 to decrease the transcription of target genes. For cells with high NR1D levels, decreased NR1D by decreasing CLOCK-BMAL1 activity induced the transcription of Bmal1. Increased CLOCK-BMAL1 compensated the decreased activity and caused the increase of Dbp and Ciart transcription at later time points. For cells with high CRY levels, the transcriptions of Dbp and Ciart were maintained at the lower levels (Figure 4A). Thus, serum shock did not cause apparent effects on Per/Nr1d_KO cells.

**FIGURE 4:**
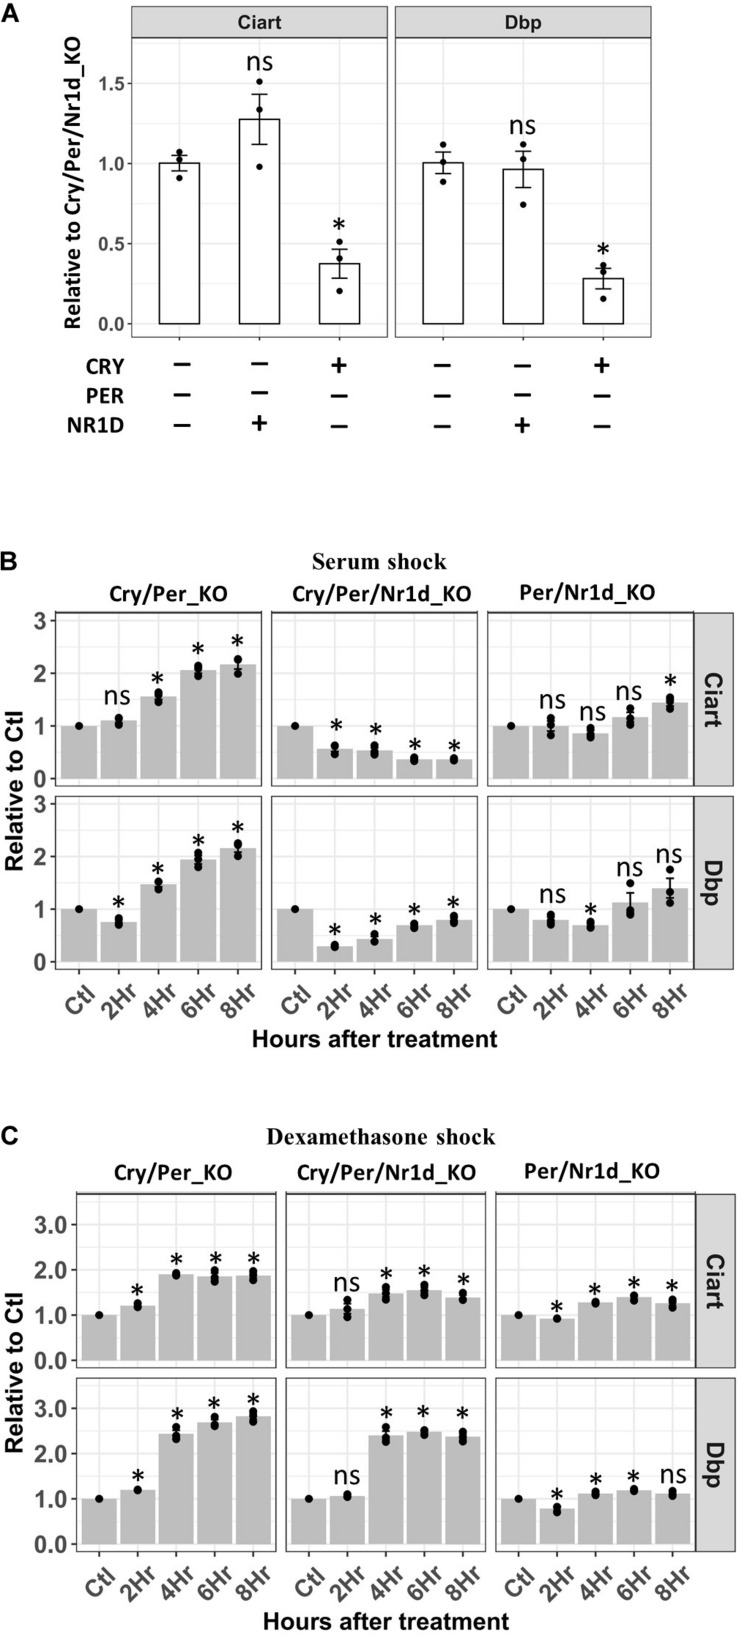
RT-qPCR analysis of the Dbp and Ciart primary mRNA after serum or dexamethasone shock. **(A)** RT-qPCR analyzed primary mRNA levels of Ciart and Dbp in Cry/Per/Nr1d_KO, Cry/Per_KO, and Per/Nr1d_KO cellswere shown. Data were first normalized to the primary mRNA of Gapdh, then were normalized to the average in Cry/Per/Nr1d_KO cells (*y*-axis). Data were shown as mean with standard error. Data from independent experiments (point, *n* = 3) were also shown in the plot. Statistical analysis was performed using Student’s *t*-test comparing to the Cry/Per/Nr1d_KO cells. *P*-values < 0.05 were considered significant. Asterisk denoted the significant difference. Data without significant difference were labeled with “ns.” **(B)** RT-qPCR analyzed primary mRNA levels of Ciart and Dbp in Cry/Per/Nr1d_KO, Cry/Per_KO, and Per/Nr1d_KO cells after serum shock were shown. Data were first normalized to the primary mRNA of Gapdh, then were normalized to the values from the same cells without treatment (*y*-axis). Cells without treatment, 2, 4, 6, 8 h after treatments were analyzed (*x*-axis). Statistical analysis was performed using Student’s *t*-test comparing to the untreated control of the same cells. *P*-values < 0.05 were considered significant. Asterisk (*) denoted the significant difference. Data without significant difference were labeled with “ns.” **(C)** RT-qPCR analyzed primary mRNA levels of Ciart and Dbp in Cry/Per/Nr1d_KO, Cry/Per_KO, and Per/Nr1d_KO cells after dexamethasone shock were shown. Statistical analysis was performed as in **(B)**.

Horse serum contains many substances, including glucocorticoids. Dexamethasone is an agonist of glucocorticoids to activate the glucocorticoid receptor. Thus, we wanted to compare the response of dexamethasone shock to the serum shock in these three cell lines. Dexamethasone did not repress the transcription of Dbp or Ciart. Instead, we could detect the increase of Dbp transcription four hours after the release of dexamethasone in Cry/Per_KO and Cry/Per/Nr1d_KO cells (Figure 4B, left and middle) but not in Per/Nr1d_KO cells (Figure 4B, right). The effects of dexamethasone on Ciart could be observed in Cry/Per_KO cells and was weaker than the effects on Dbp. Based on our data, we concluded that the mechanisms of how serum and dexamethasone affect TTFL are different.

### Study CRY1-Mediated Transcriptional Inhibition of Dbp and Ciart in Cry/Per/Nr1d_KO Cells

Lack of CRY1, CRY2, PER1, PER2, NR1D1, and NR1D2 proteins in Cry/Per/Nr1d_KO cells benefited the study of each of them individually. We combined a previously published tamoxifen-controlled nuclear entry system (Ye et al., 2014) and this unique cell line to study the transcriptional repression of Dbp by CRY1. Theoretically, if we could control the nuclear CRY1 level rhythmically, Dbp transcription would be rhythmic, too. We established Cry/Per/Nr1d_KO-CRY1-ER cells expressing CRY1 fused with an estrogen receptor ligand-binding domain. The addition of 4-hydroxytamoxifen (4-OHT) released CRY1-ER from the cytosol to the nucleus through binding to the estrogen receptor ligand-binding domain. The nuclear levels of CRY1-ER increased within 15 min after the addition of 4-OHT (Figures 5A,C). We could not observe the correlation between nuclear CRY1-ER and the treatment time (Figures 5A,B). Thus, we thought the nuclear level of CRY1-ER reached a saturated status within 15 min after adding 4-OHT. However, the effects of CRY1 on transcriptional inhibition of Dbp and Ciart showed a time-dependent manner (Figures 5B,D). The decrease of Dbp and Ciart primary mRNA could be observed within an hour (Figure 5B, right panel), and the decrease of Dbp and Ciart mature mRNA needed several hours (Figure 5D, left panel). We observed that the primary mRNA levels of Ciart, but not Dbp, were gradually recovered after 3 h of treatment (Figure 5D, right panel), representing that another regulatory mechanism independently activated the transcription of Ciart.

**FIGURE 5:**
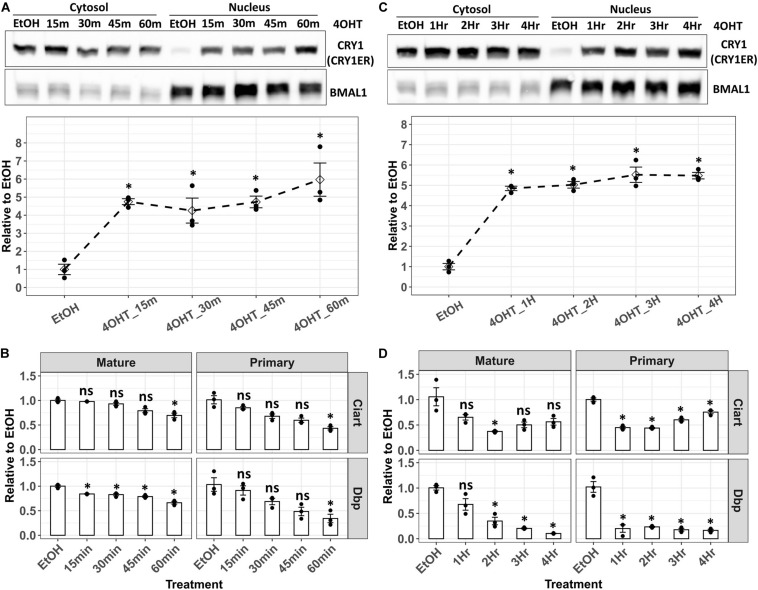
Analysis of the Dbp and Ciart primary and mature mRNA in Cry/Per/Nr1d_KO-CRY1-ER cells after 4-OHT treatment**. (A)** Cry/Per/Nr1d_KO-CRY1-ER cells were treated with 4-OHT for 15–60 min. After the fractionation, CRY1-ER proteins were analyzed by Western blots. BMAL1 was used as the control for the nuclear fractionation and represented the total levels of CLOCK-BMAL1 (with and without CRY) in the nucleus. The lower panel was the relative levels of CRY1-ER in the nucleus to the cells treated with the vehicle (EtOH, 60 min). Data were first normalized to the BMAL1 levels, then were normalized to the average of vehicle control. The diamonds were the mean of three independent experiments. Error bars were the standard errors, and the points were the individual data. Statistical analysis was performed using Student’s *t*-test comparing to the vehicle control (EtOH). *P* < 0.05 were considered significant. Asterisk (*) denoted the significant difference. **(B)** Cells were treated with 4-OHT as in **(A)**. RT-qPCR analyzed primary and mature mRNA levels were shown. Data were first normalized to the primary or mature mRNA of Gapdh, then were normalized to the average of vehicle control (y-axis). Data were shown as mean with standard error. Data from independent experiments (point, *n* = 3) were also shown in the plot. Statistical analysis was performed using Student’s *t*-test comparing to the vehicle control (EtOH). *P*-values < 0.05 were considered significant. Asterisk (*) denoted the significant difference. Data without significant difference were labeled with “ns.” **(C)** Cry/Per/Nr1d_KO-CRY1-ER cells were treated with 4-OHT for 1–4 h. Cells treated with EtOH for 4 h were the controls. Experiments and data analysis were the same as **(A)**. **(D)** The treatments of cells were identical to **(C)**, and the experiments and data analysis were the same as **(B)**.

Next, we analyzed the nuclear distribution of CRY1-ER after the removal of 4-OHT. The cells were treated with 4-OHT for 15 min, and then the medium was changed after PBS wash. Unexpectedly, nuclear CRY1-ER was unchanged after the removal of 4-OHT for 4 h (Figure 6A). We extended the release time to 24 h and found that nuclear CRY1-ER after removing 4-OHT for 24 h was similar to the level just after 15 min 4-OHT treatment (Figure 6B). In the analysis of Dbp and Ciart mRNA, Dbp primary and mature mRNA after 24 h of the release of 4-OHT were as low as the levels without release (Figure 6C, lower panel). The results were consistent with the nuclear levels of CRY1-ER and suggested that CRY1-mediated transcriptional repression of Dbp persisted for 24 h after 4-OHT removal. The primary mRNA of Ciart was partially recovered, and the mature mRNA was fully recovered after 24 h release of 4-OHT (Figure 6C, upper panel). However, this may be through a TTFL-independent mechanism as the observation in Figure 5D.

**FIGURE 6:**
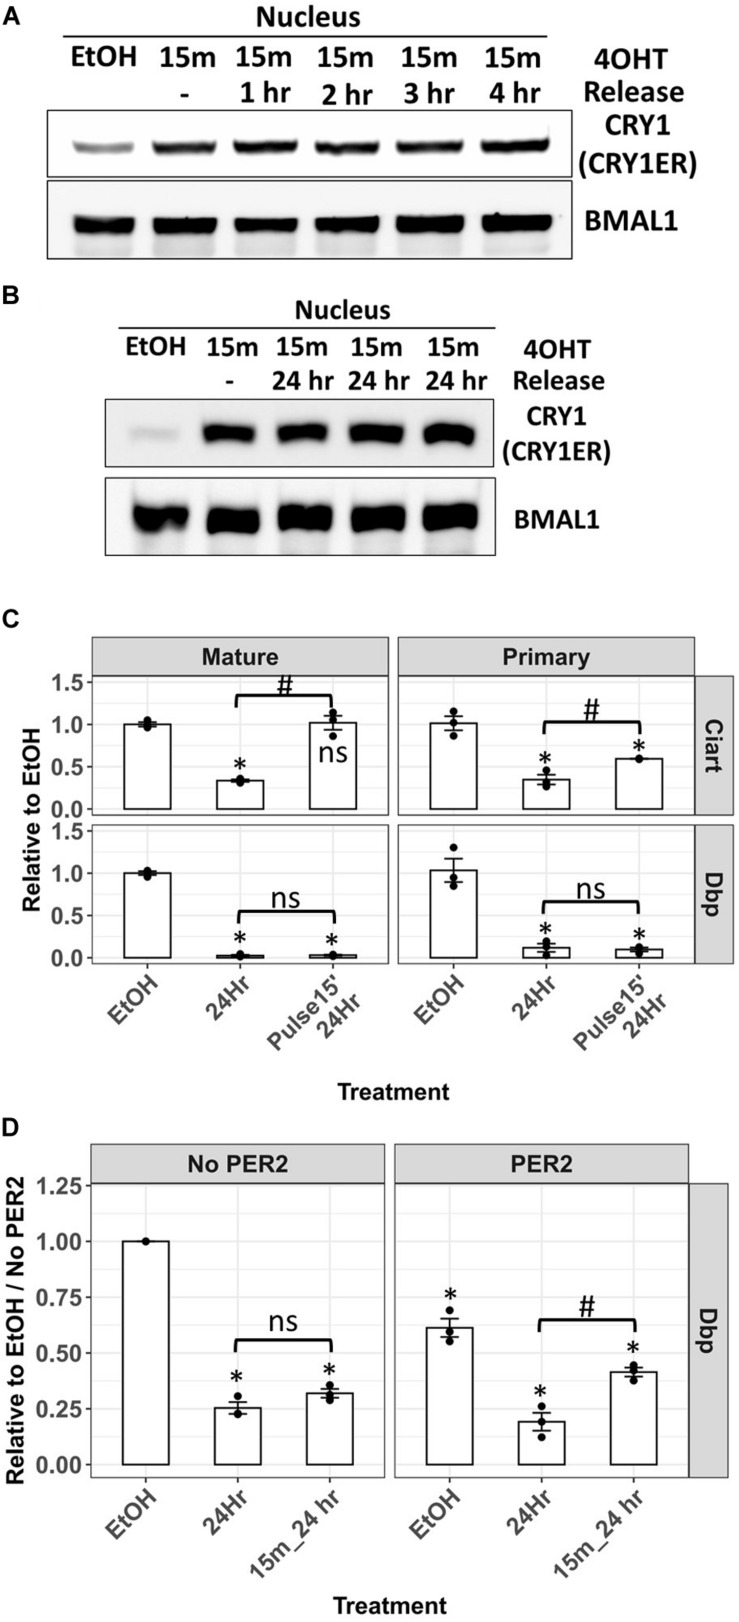
Analysis of the Dbp primary mRNA in Cry/Per/Nr1d_KO-CRY1-ER cells after 4-OHT treatment and release. Nuclear levels of CRY1-ER in Cry/Per/Nr1d_KO-CRY1-ER cells treated with 4-OHT for 15 min and released for 1–4 h **(A)** or 24 h **(B)** were analyzed by Western blot after fractionation. BMAL1 was used as the loading control. **(C)** RT-qPCR analysis of primary and mature mRNA levels of Ciart and Dbp from cells treated with vehicle for 24 h (EtOH), 4-OHT for 24 h (24 h), and 4-OHT for 15 min and released for 24 h (pulse 15’, 24 h) were shown. Statistical analysis was performed using Student’s *t*-test. *P*-values < 0.05 were considered significant. Asterisk denoted the significant difference to the vehicle control. Hashtag denoted the significant difference between the 24 h treatment of 4-OHT and the 24 h release after 15 min 4-OHT treatment. Data without significant difference were labeled with “ns.” **(D)** Cells were transfected with the control plasmid (pcDNA4-Myc-His) or with the plasmid expressing PER2 (pcDNA3-PER2-V5-His) 24 h before 4-OHT treatment. The 4-OHT treatment, RT-qPCR, and data analysis were the same as **(C)**. Statistical analysis was performed using Student’s *t*-test. *P* < 0.05 were considered significant. Asterisk (*) denoted the significant difference to the vehicle control without PER2 expression. Hashtag (#) denoted the significant difference between the 24 h treatment of 4-OHT and the 24 h release after 15 min 4-OHT treatment. Data without significant difference were labeled with “ns.”

In our previous studies, PER2 could remove CLOCK-BMAL1 from the promoter of Dbp genes and repress the transcription of Dbp (Ye et al., 2014). In another way, PER2 could also remove CLOCK-BMAL1-CRY to derepress the transcription of downstream genes, like Cry1 (Chiou et al., 2016). To understand whether PER is required for the reactivation of Dbp transcription repressed by CRY, we transiently transfected the plasmid expressing PER2 protein 24 h before 4-OHT treatment. Without 4-OHT treatment, Dbp primary mRNA in the cells expressing PER2 was lower than the cells without PER2. These data could be explained by the removal of CLOCK-BMAL1 from the promoter. The expression of PER2 did not affect the repression of Dbp by 4-OHT-induced CRY1 nuclear entry. Nevertheless, the transcriptional recovery of Dbp after 4-OHT removal could only be observed in the cells expressing PER2 (Figure 6D). Our data suggested that PER is required for the release of CRY-mediated transcriptional repression.

## Discussion

The transcription-translation feedback loop was the core model of the circadian clock. However, studying the detailed mechanism was complicated. Experiments using purified proteins could not link to the transcription in the absence of an *in vitro* transcription system using endogenous promoter. Animals were suitable for the study of circadian regulation of physiological functions, but the detailed mechanism was hard to elucidate due to the communications between organs and tissues. Cells had a self-sustained circadian clock in the cultured condition that played a suitable model to study the mechanism. Genetic deficient mouse embryonic fibroblast cells had been used for many circadian studies. We generated a new cell line, called Cry/Per/Nr1d_KO cells, lacking CRY, PER, and NR1D proteins by CRISPR/Cas9 approach and analyzed the transcriptome of Cry/Per/Nr1d_KO, Per/Nr1d_KO, and Cry/Per_KO cells by RNA-sequencing. Using Dbp and Ciart as the readout of CLOCK-BMAL1 activity, we found that serum and dexamethasone treatment affected TTFL through different mechanisms. We found that serum, but not dexamethasone, inhibited CLOCK-BMAL1 in the absence of CRY, PER, and NR1D proteins. We studied CRY1-mediated transcriptional repression of Dbp in Cry/Per/Nr1d_KO cells and found that PER is required for the release of CRY-mediated transcriptional repression.

Cry/Per/Nr1d_KO cells provided a new tool to study the TTFL of the circadian clock biochemically. Researchers could study the regulation of CLOCK-BMAL1 and the functions of CRY, PER, and NR1D separately without the influence of feedback in Cry/Per/Nr1d_KO cells. For example, analysis of wild-type and mutant CRY1 in Cry/Per/Nr1d_KO cells helps elucidate the difference in the repression of CLOCK-BMAL1. Changes of PER activity or the CLOCK-BMAL1 quantity would not be the issue in Cry/Per/Nr1d_KO cells. However, from the biological view, Cry/Per/Nr1d_KO cells was a very extreme condition which may not exist in the physiological situation. We thought that Cry/Per/Nr1d_KO cells might mimic a situation that CLOCK-BMAL1 activity was reached the peak before the accumulation of CRY, PER, and NR1D proteins. Different situations could be mimicked by expressing different combinations of CRY, PER and NR1D proteins.

From the transcriptome analysis, we found 2,517 genes expressed differently between Cry/Per/Nr1d_KO and Per/Nr1d_KO cells. This number was around threefold of the number of genes expressed differently between Cry/Per/Nr1d_KO and Cry/Per_KO cells (790 genes). From the data of selected CLOCK-BMAL1-regulated genes, CRY proteins showed more robust represser activities than NR1D proteins. A more potent transcriptional repressor might cause more dramatic effects on the transcriptome. We also found that the overlapping of putative CLOCK-BMAL1-regulated genes and differential expressed genes was low. Only 626 genes (21% of affected genes) closed to the BMAL1 binding site identified from a similar condition (Chiou et al., 2016). Besides CLOCK-BMAL1, CRY proteins could regulate other transcription factors. In mouse liver, CRY1 or CRY2 could bind to many positions of the genome without CLOCK-BMAL1 binding (Koike et al., 2012). Although NR1D proteins regulate the levels of CLOCK-BMAL1, genes with the RRE element would be the targets of NR1D proteins. Besides directly affected by CRY or NR1D, genes might be affected by the transcription factors or other proteins controlled by CRY or NR1D. From another viewpoint, many putative CLOCK-BMAL1 regulated genes were not affected by either CRY or NR1D. Among 3,261 putative genes, 536 genes were affected by CRY, and 251 genes were affected by NR1D. In our previous study, PER2 removed CLOCK-BMAL1 globally, but only small proportions of genes were affected by the increase of PER2 in the nucleus (Chiou et al., 2016). Thus, CLOCK-BMAL1 activity was not required for the transcription of many regulated genes. Their transcriptional levels depended more on other factors than on CLOCK-BMAL1. CLOCK-BMAL1 played another layer of regulation for the oscillation. The effect of CLOCK-BMAL1 was masked in the absence of synchronization.

Synchronization was the essential step to observe the oscillation of circadian genes. Different treatments, including serum shock (Balsalobre et al., 1998), dexamethasone (Balsalobre et al., 2000a), and forskolin (Balsalobre et al., 2000b), had been reported and been used for this purpose. We tested the response of Dbp and Ciart transcription after serum or dexamethasone treatment in cells with different circadian proteins to elucidate the mechanism of synchronization. Glucocorticoid response element (GRE) had been identified in the promoter of Per2 genes (Cheon et al., 2013). Dexamethasone might synchronize the cells by inducing the expression of Per2. The induction of Per2 by dexamethasone would inhibit the transcription of Dbp. In our system lacking PER2 protein, we could not detect the decrease of Dbp transcription after dexamethasone treatment. Instead, increased Dbp transcription could be observed 4 h after treatment in Cry/Per_KO or Cry/Per/Nr1d_KO cells (Figure 4C). Delayed activation of Dbp might be the secondary effect through other genes regulated by glucocorticoid signals. Serum shock inhibited the transcription of Dbp in the cells lacking CRY, PER, and NR1D proteins (Cry/Per/Nr1d_KO cells). These data suggested that CLOCK-BMAL1 activity could be directly inhibited by serum. However, in cells expressing NR1D proteins (Cry/Per_KO cells), the inhibition of Dbp transcription was compensated (Figure 4B). Through literature searching, we proposed the following hypothesis to explain the observation in our system. Recently, Tip60 protein was identified as the acetyltransferase of Bmal1. Tip60 protein catalyzed the K538 acetylation of BMAL1 and activated BMAL1 (Petkau et al., 2019). Tip60 protein could be phosphorylated on S86 by GSK3b to activate its acetyltransferase activity (Lin et al., 2012). Besides, serum shock induced the phosphorylation of GSK3b on S9 to inhibit the kinase activity (Yin et al., 2006). Thus, serum shock inhibited the CLOCK-BMAL1 activity probably through decreasing the activity of GSK3b and Tip60. However, NR1D1 was also the target of GSK3b. Decreased GSK3b activity by serum shock caused the decrease of NR1D1 protein and thus increased Bmal1 transcription (Yin et al., 2006), explaining why Dbp transcription in the Cry/Per_KO cells after serum shock was not decreased but was increased at later time points.

In the canonical TTFL model, transcription of CLOCK-BMAL1-regulated genes could be downregulated by CRY, PER, or NR1D proteins. Dbp transcription in the Per/Nr1d_KO cells was lower than in the Cry/Per/Nr1d_KO cells suggesting that the repressor activity of CRY is PER-independent as previously published (Ye et al., 2014). Neither serum-induced Dbp repression nor dexamethasone-induced Dbp activation in the Cry/Per/Nr1d_KO cells was observed in the Per/Nr1d_KO cells. Although CRY proteins negatively regulated their transcription, endogenous CRY1 and CRY2 in the Per/Nr1d_KO cells were sufficient to repress the Dbp transcription. CRY represses transcription through forming CLOCK-BMAL1-CRY-DNA complex. PER can remove CLOCK-BMAL1-CRY from DNA. In the absence of PER, the CLOCK-BMAL1-CRY-DNA complex might be very stable in the nucleus and persistently repress the transcription of downstream genes. CRY1-mediated inhibition of Dbp transcription persisted for 24 h in Cry/Per/Nr1d_KO cells after inducing CRY1 nuclear entry (Figures 6B,C). This phenomenon should not be the technical artifact from the fusion of ER to the CRY1 or the addition of 4-OHT. CRY1-mediated Dbp repression could be recovered when exogenous PER2 was expressed in the same cells (Figure 6D). These data also hinted that CLOCK-BMAL1 and CRY could not form a stable feedback loop. PER was required for the displacement of CLOCK-BMAL1 and CLOCK-BMAL1-CRY from DNA to reset the transcription to its basal level.

The mechanism to sustain the circadian rhythm is an exciting topic. Many mathematical models have been proposed from different viewpoints (Kim and Forger, 2012; Pett et al., 2016; Narasimamurthy et al., 2018). In different models, CRY and PER, as the central repressors in TTFL, were included but contributed differently. In the model proposed by Kim and Forger (2012), all PER and CRY forms in the nucleus were considered as the repressors. In this model, the CLOCK-BMAL1 activator became inactive when binding with the CRY-PER repressor. Thus, the stoichiometric balance between the CLOCK-BMAL1 activator and CRY-PER repressor was necessary for circadian timekeeping. Based on recent findings (Ye et al., 2014; Chiou et al., 2016) and the data in this paper, CRY and PER played different roles in the regulation of TTFL. We thought that this model could be refined by adding another repressor complex (CRY-CLOCK-BMAL1). So, the model would include three complexes, including CLOCK-BMAL1 activator, CRY-CLCOK-BMAL1 repressor and PER-CRY-CLOCK-BMAL1 inactive complex). In the model proposed by Pett et al. (2016), two activators (Dbp and Bmal1) and three repressors (Rev-erb-α (Nr1d1), Cry1 and Per2) were included to build the model based on their mutual regulations. Cry1 and Per2 were separated because Cry1, but not Per2, was repressed by NR1D1. In this model, Cry1, Per2 and Nr1d1-mediated repressions of each other were the dominant sources in the oscillation. However, protein interactions between BMAL1, CRY1, or PER2 were not considered in this model. CRY-mediated repression also depends on the levels of PER (removing complex) and CLOCK-BMAL1 (forming complex). PER-mediated regulation also depends on the level of CRY (CRY-dependent activity).

In this paper, we found that PER is required for the reactivation of CRY-mediated transcriptional repression. Thus, PER might regulate circadian rhythm through CRY. In the phosphoswitch model (Narasimamurthy et al., 2018), PER2 was either phosphorylated at the β-TrCP site (S478) or FASP site (S659). PER2 phosphorylated at S478 was rapidly degraded. PER2 phosphorylated at S659 was further phosphorylated at neighboring sites to stabilize. In PER2 S478A mice (Masuda et al., 2020), the period of behavioral rhythm was increased. CRY1 and CRY2 protein levels were also increased in the mutant mice. Although the authors proposed that increased CRY proteins extended the repression of CLOCK-BMAL1-regulated, the promoter binding of CRY or CLOCK-BMAL1 was not analyzed. In another study (Patke et al., 2017), the exon11-deletion mutant of Cry1 identified from Delayed Sleep Phase Disorder patient showed stronger CLOCK-BMAL1 binding affinity but weaker binding on the promoter region. Besides, the CLOCK-BMAL1 displacement activity of PER required its casein kinase binding domain (Ye et al., 2014). Thus, we proposed that the ratio of PER and CRY plays critical roles in the circadian rhythm. The stoichiometric balance between CRY and PER is controlled in multiple layers, including transcription, phosphorylation and protein degradation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157946.

## Author Contributions

Y-YC designed the experiments, and performed the experiments, data analysis, and manuscript writing. T-YL and YY performed the experiments. AS designed experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

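The RNA-seq experiment compared 3 mouse embryonic fibroblast lines (Cry/Per_KO, Cry/Per/Nr1d_KO and Per/Nr1d_KO), each with 2 libraries. The authors mapped the reads to mm10 with STAR and counted them per gene with featureCounts, and the deposited counts are whole numbers without normalization, 1 set per library, named by Entrez Gene ID. The authors also deposited DESeq2 tables for Cry/Per_KO and Per/Nr1d_KO relative to Cry/Per/Nr1d_KO, which hold baseMean, log2 fold changes with their standard errors, and p-values with their Benjamini-Hochberg adjustment. Whether the authors shrank these log2 fold changes is not stated. Those tables were used to check the labels and are named where their values are printed.

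Each library was assigned to a cell line by the genotype given for it. The name under which the counts were deposited gives the other line for the pairs labelled Cry/Per_KO and Cry/Per/Nr1d_KO, and the check against the authors' deposited tables went against the labels, so both readings are reported. Symbols and coordinates came from a RefSeq table of GRCm38.p6, which is the assembly of mm10.

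The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a mean of at least 100 normalized counts over the 6 libraries were tested (11934 genes). All 6 libraries entered one quasi-likelihood fit with TMM normalization and 3 groups, without a term for the replicate number, since neither the paper nor the labels say that a number marks a shared day or batch. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above log2(1.75), the paper's limit on the fold. The standard error given with a log2 fold change is its size divided by the square root of the test's F value. Library totals ran from 53764390 to 85927236 counts with a median of 62471572. Totals of this size leave a biological coefficient of variation of 0.0393 as the main spread of an abundant gene, and with 2 libraries per group every SD rests on 2 values.

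Principal components were computed on the 500 most variable genes. Overlaps were set against 100 random draws, and overlaps and correlations against 20 simulated data sets with unchanged groups that share a reference. Chromosome medians were set against 10000 random lists of genes. Gene lists were set against 10000 random lists of the same size, each member drawn among the 200 genes nearest in mean expression. The lists written before the data were examined and reported here were sex-linked genes, p53 pathway genes and Hox genes. Lists written afterwards were a second list of p53 targets, cell cycle genes, genes that escape X inactivation, and glycolytic genes. The exon positions and transcripts of GENCODE vM21 gave the bases shared with other genes on either strand and the stretches of 50 bases, the read length, shared between genes.

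The tests, the alternatives and the rule for the genes named were set before the data were examined, apart from the alternatives and lists said to have been chosen later. The rule named every gene of the paper's RNA-seq results, Gapdh, the members of the lists written first, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall. The text prints values for some of the genes under this rule, and the results of 1 list written first are left out. The alternatives were DESeq2 at an adjusted p under 0.05, the paper's criteria (DESeq2 at an adjusted p under 1e-22), median-of-ratios size factors, no expression filter or a mean of at least 10, no limit on the fold, edgeR's glmTreat test against a fold of 1.75, the compared groups alone, the replicate number as a block, leaving out each library in turn, exchanged genotype labels, and for the principal components all genes tested or DESeq2's regularized log. Later additions were the paper's criteria with exchanged labels, chromosome medians subtracted from the log2 fold changes, and an adjusted p under 1e-22 in edgeR.

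The analysis was tested on simulated data. Counts were simulated from the means and totals of these libraries with 200 genes changed by known folds, all well above the limit of 1.75-fold. Recovery of these genes does not test calls near that limit. At an adjusted p under 0.05, edgeR recovered 199 of the 200 among 11913 genes with 0 false calls, DESeq2 recovered 200 among 11934 genes, and DESeq2 at an adjusted p under 1e-22 recovered 188. A shift of 0.6 on the log2 scale simulated for chromosome 3 was recovered as 0.59 over 570 genes.

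The comparisons with putative CLOCK-BMAL1-regulated genes, the RT-qPCR experiments and the Western blots were not analysed here.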

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

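The tests of explanations in this part were chosen only after the results were seen. None of the 4 results is reported by the paper.

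Xist, the RNA that coats the inactive X chromosome, had 28.0 ± 19.5 normalized counts (SD, n = 2) in Per/Nr1d_KO, against 49183 ± 4394 (SD, n = 2) in the libraries labelled Cry/Per/Nr1d_KO and 127328 ± 10711 (SD, n = 2) in those labelled Cry/Per_KO. The Y chromosome genes of the sex-linked list (Ddx3y, Eif2s3y, Kdm5d and Uty) had 0 counts in all 6 libraries, which argues against male cells with an expressed Y chromosome. For Per/Nr1d_KO these counts cannot exclude male cells without one. Loss of the inactive X chromosome may explain the low Xist, and it predicts lower RNA of the genes that escape inactivation. The 4 escape genes had a median log2 fold change of -0.37 in Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO, at percentile 7.59 of random lists, with all 4 lower. Against the libraries labelled Cry/Per_KO the median was -0.46, at percentile 5.39, with 3 of the 4 lower. With so few escape genes, loss of the inactive X and silencing of Xist on a chromosome that is still there cannot be told apart. In Xist exons 11.5% of the bases lie in exons of genes on the opposite strand. The knocked-out genes give no separate explanation that was tested.

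The list of 6 p53 pathway genes had a median log2 fold change of 1.41 in Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO and 1.28 against those labelled Cry/Per_KO, with 4 of the 6 called higher in each comparison. Between the other pairs of libraries the median was 0.08. Cdkn1a rose from 5257 ± 129 (SD, n = 2, labelled Cry/Per/Nr1d_KO) to 24309 ± 219 normalized counts (SD, n = 2). Chromosome copy number is argued against as the whole cause, since a second list of 20 tested p53 targets kept a median of 1.15 after the median of each chromosome was subtracted. Higher p53 activity in the Per/Nr1d_KO line is a candidate explanation: it predicts a rise of p53 targets outside the first list, and the second list had a median of 1.40 against the libraries labelled Cry/Per/Nr1d_KO, with 18 of 20 genes higher, and 1.65 against those labelled Cry/Per_KO, with 17 of 20 higher. The second list also differed between the other pairs, with a median of -0.47 in the libraries labelled Cry/Per_KO against those labelled Cry/Per/Nr1d_KO and 14 of 20 genes lower, at percentile 0.01 of random lists. Slower division of the culture stays open. Against the libraries labelled Cry/Per/Nr1d_KO, the cell cycle genes had a median of -0.34 with 7 higher and 9 lower. Against those labelled Cry/Per_KO the median was 0.01, with 9 higher and 7 lower. These medians lay at percentiles 1.24 and 39.77 of random lists. Members went both ways in each comparison, and the split followed the kind of gene. Every Mcm gene of the list was higher, from 0.030 to 0.50 in the first comparison and from 0.085 to 0.63 in the second. The 9 lower genes of the first comparison ran from -0.30 (Cdk1) to -0.91 (Mki67), and Mki67 was also lower in the second (-0.75). With members going both ways, slower division and a change specific to the p53 pathway cannot be told apart for these genes. Since each genotype is one cell line, a difference between lines that has nothing to do with the knocked-out genes is untested.

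Of 39 Hox genes 17 passed the expression limit. With genes at the floor entered at their bounds, the median log2 fold change was 6.81 in Per/Nr1d_KO against the libraries labelled Cry/Per_KO, over the 15 genes that were not at the floor in both groups. Over all 17 it was 1.88 in Per/Nr1d_KO against those labelled Cry/Per/Nr1d_KO, and -4.71 between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO. In the comparisons in this order, 12, 3 and 11 of the 17 genes had a group at the floor. The limit keeps genes with high counts in some line, and over all 39 genes the directions were mixed. In Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO, 19 were higher and 18 lower with a median of 0.12, and 2 were at the floor in both groups. All 11 Hoxa genes and 6 of 8 Hoxd genes with a value were higher, and all 9 Hoxc genes and 7 of 9 Hoxb genes with a value were lower. Against the libraries labelled Cry/Per_KO 17 were higher, 5 lower and 17 at the floor in both groups, and between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO 6 were higher and 31 lower. Hoxd13 had 12874 ± 461 normalized counts (SD, n = 2) in Per/Nr1d_KO, 1160 ± 53.8 (SD, n = 2) in the libraries labelled Cry/Per/Nr1d_KO and 2.09 ± 0.19 (SD, n = 2) in those labelled Cry/Per_KO. Per/Nr1d_KO cells mixed into the libraries labelled Cry/Per/Nr1d_KO could give such intermediate levels. A mixture brings all abundant transcripts in one proportion, and among the 29 genes at the floor in the libraries labelled Cry/Per_KO and at 1000 or more normalized counts in Per/Nr1d_KO, the level in the libraries labelled Cry/Per/Nr1d_KO ran from 0% to 82.3% of that in Per/Nr1d_KO, with 8 genes under 1% against 9.01% for Hoxd13. This argues against a mixture. Chromosome copy number is argued against too, since subtracting chromosome medians left a median of 1.98 over the 17 tested genes in Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO. The paper isolated the Cry/Per/Nr1d_KO cells as a clone from Cry/Per_KO cells. A separate source of these lines is thus argued against for the difference between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO. Per/Nr1d_KO cells may differ from both in the position in the embryo from which their fibroblasts came. The lines may also differ in the silencing of Hox clusters. Neither was tested.

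Whole chromosomes were shifted in expression between the lines. The 577 tested genes of chromosome 3 had a median log2 fold change of 0.88 in Per/Nr1d_KO against the libraries labelled Cry/Per_KO and -0.65 between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO. The largest median among 10000 random lists of as many genes was 0.12 and 0.11 in these comparisons (permutation p = 1e-04 for each, the smallest these lists can give, and 0.000162 with Benjamini-Hochberg adjustment over all chromosomes and comparisons). Over the 4 pairs of single libraries the chromosome 3 median of the first comparison ran from 0.87 to 0.88. Chromosome 9 had medians of -0.84 in Per/Nr1d_KO against the libraries labelled Cry/Per_KO and -0.46 against those labelled Cry/Per/Nr1d_KO, and chromosome 14 had 0.62 and 0.52. A bias with GC content or gene length is argued against as the whole cause, since removing the trend with GC content left a chromosome 3 median of 0.879 and removing the trend with length left 0.878. Chromosome copy number may explain these shifts. It predicts that weakly and strongly expressed genes of a chromosome move together. In 18 cases over the 3 comparisons, the weakly expressed genes of a chromosome had a median beyond 0.25 in either direction, and in 17 of them the strongly expressed genes, which played no part in choosing these cases, were shifted the same way beyond all 10000 random lists. The exception was chromosome 12 in Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO (0.27 for the weakly and -0.0077 for the strongly expressed genes). Immortalized lines can gain and lose chromosomes, but no DNA was measured here, so copy number stays open. On chromosome 3 the split with the largest difference lay between 86223456 and 86546050 on GRCm38, with a median of 0.50 over the 185 genes before it and 1.04 over the 392 genes after it in Per/Nr1d_KO against the libraries labelled Cry/Per_KO.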

How the results depend on the processing

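The alternatives that subtract chromosome medians, combine the paper's criteria with exchanged labels, or use an adjusted p under 1e-22 in edgeR were chosen only after the results were seen. Numbers of genes are given for the libraries labelled Cry/Per_KO against those labelled Cry/Per/Nr1d_KO, for Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO, and for Per/Nr1d_KO against those labelled Cry/Per_KO, in this order, and the values set for comparison are 2006, 2468 and 3457.

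With DESeq2 at an adjusted p under 0.05 (1988, 2452 and 3444), median-of-ratios size factors, the glmTreat test (1411, 2032 and 2841), the compared groups alone and subtracted chromosome medians (1640, 2334 and 2765), the 3 numbers stayed within 1.5 times, and so did the genes changed the same way (from 375 with glmTreat to 522) and in opposite ways (from 305 with glmTreat to 450). The paper's criteria lowered the first number to 1097, the genes changed the same way from 522 to 240 and those changed in opposite ways from 450 to 169, and the correlation across the union was 0.0604 against 0.0555. A lower limit on p explains fewer calls by construction. Without an expression filter the numbers were 3808, 4576 and 5590, with 1329 genes changed the same way, 693 in opposite ways and a correlation of 0.319. With a mean of at least 10 the first 2 numbers were 3311 and 3912, with 1090 genes changed the same way, 684 in opposite ways and a correlation of 0.237. More genes were tested in both cases, and the cause of the higher correlation was not tested. Without a limit on the fold the numbers were 9118, 9042 and 9793, with 3932 genes changed the same way and 3102 in opposite ways, as a wider criterion gives by construction.

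Exchanging the labels makes the third comparison the second. It left the first number at 2006, with 53.2% of these genes higher in Cry/Per_KO against 46.8% under the labels, gave 1247 genes changed the same way and 185 in opposite ways, and moved the correlation to 0.553. The changed reference is the alternative's own construction. The paper's criteria with exchanged labels gave 1097 genes in the first comparison, with 59.3% higher, 1758 in the comparison of Per/Nr1d_KO with Cry/Per_KO, 72 genes in opposite ways and a correlation of 0.510. In edgeR no gene passed an adjusted p under 1e-22 in any of the 3 comparisons (0 genes), where the smallest adjusted p was 1.1e-16, 3.4e-19 and 6.2e-20 and 9298, 9225 and 9885 genes had an unadjusted p under 0.05. Subtracting chromosome medians moved the correlation to 0.0672. Leaving out each library in turn gave correlations from 0.0471 to 0.0681 over the union kept as it was. Numbers of called genes were not computed in these fits, which leave 1 library in a group. The random overlap in the same and in opposite directions rose from 206 to 704 and from 210 to 708 when drawn from the union of the called genes, a smaller background in which the observed total overlap is by construction the least possible.

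The numbers of replicates do not pair the libraries: the deviations of libraries with the same number from their group means had correlations of -0.21, -0.02 and -0.10. With the replicate number as a block, the fit called 2002, 2468 and 3457 genes, 520 the same way and 448 in opposite ways, with a correlation of 0.0558, and no named gene changed its call.

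Of the log2 fold changes of genes under the rule, 168 results were recomputed, with 1 gene left out. They kept their direction and their side of the threshold with median-of-ratios size factors, no expression filter and the replicate block, and so did 165 with DESeq2, where Hoxb2, with 3 results, fell below the expression limit. With the compared groups alone, 1 became weaker (Hoxa5 between the first 2 pairs, 0.81). Subtracting chromosome medians reversed 5, and made 2 stronger and 1 weaker. The reversed values were those of Clock (-0.045), Ciart (0.13) and Gapdh (-0.015) in the first comparison and of Nr1d2 (-0.40) and Btbd10 (0.021) in the second, as the subtraction gives by construction for genes that moved less than their chromosome. Of 1008 values with 1 library left out, 125 moved by more than the spread between libraries and 3 changed sign. These were Clock in the first comparison without the first library labelled Cry/Per/Nr1d_KO (-0.00057) and Tef in the first comparison without the second library of either pair (-0.021 and -0.013). All 3 had absolute values of at most 0.045 with every library.

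The medians of the gene lists moved with another size factor by less than their spread in all 6 cases. The first principal component held 76.9% of the variance with all genes tested and 84.4% with the regularized log, against 76.1%, less than the SD of 10.8 over the analyses that left out each library. The second component held 23.4%, and 36.8% and 36.7% without the first or the second Per/Nr1d_KO library, and 13.7% and 13.8% without the first or the second library labelled Cry/Per/Nr1d_KO, as these leave 1 library of a line. Depth limits the genes at the floor, whose folds are bounds, and 2 libraries per group limit every SD.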

Differences from the paper's values

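The tests and alternatives named here as added were chosen only after the results were seen. Of 27 values that the paper states or shows, 14 differed from those computed under the genotype labels. Except for the correlation, a gap is called closed where a value came within 1.5 times of the paper's. That alone does not show that the setting explains the paper's value.

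The paper states 1090 genes changed in Cry/Per_KO relative to Cry/Per/Nr1d_KO in its Results and 790 in its Discussion, against 2006 here. Among the alternatives set before the data were examined, the paper's criteria gave 1097 genes, within 1.5 times of both values, and glmTreat gave 1411, within 1.5 times of the value in the Results; the others did not close the gap. The paper states 444 genes lower in Cry/Per_KO, against 1068 here. The paper's criteria gave 650 lower and 447 higher under the labels, and no other alternative set before the data were examined closed the gap. With the labels exchanged these are the 650 higher and 447 lower genes, against 646 higher in the paper. The paper's criteria with exchanged labels, chosen after seeing the values, gave 1097 and 447.

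For genes changed in opposite ways, the paper's value is 71, against 450 here, and none of the alternatives set before the data were examined closed the gap. The paper's criteria with exchanged labels, chosen after seeing the values, gave 72. The paper's share of genes changed the same way is 57.6% of those changed in Cry/Per_KO, against 26.0% here. Dropping the limit on the fold (43.1%) and exchanging the labels (62.2%) closed this gap among the alternatives set before the data were examined, and the others did not. For genes changed in opposite ways the paper's shares are 6.5% of the genes changed in Cry/Per_KO and 2.8% of those changed in Per/Nr1d_KO, against 22.4% and 18.2% here. Exchanging the labels closed the gap of the first (9.22%), and no alternative set before the data were examined closed that of the second. With the combination chosen after seeing the values, the paper's criteria with exchanged labels, the 3 shares were 57.7%, 6.56% and 2.85%.

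The paper's Pearson correlation is 0.5108, against 0.0555 here. No alternative set before the data were examined came within the spread of this value, exchanged labels giving 0.553, and the paper's criteria with exchanged labels, chosen after seeing the values, gave 0.510. The paper's mean random overlap in opposite directions is 466, against 708 here on the same kind of background. The paper's criteria (402) and glmTreat (527) closed this gap among the alternatives set before the data were examined, and so did 2 alternatives chosen after seeing the values, subtracted chromosome medians (624) and the paper's criteria with exchanged labels (469).

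The second principal component holds about 9% of the variance in Fig. 2A, read by eye, against 23.4% here, and none of the alternatives set before the data were examined closed the gap. Fig. 2D shows about 1200 normalized counts of Arntl in Cry/Per_KO and about 2200 in Cry/Per/Nr1d_KO, and about 1700 and about 5300 of Cry1, read by eye. On the scale of DESeq2's size factors the libraries with these labels had 2157 and 1162 normalized counts of Arntl and 5315 and 1683 of Cry1. Exchanging the labels, set before the data were examined, closed these 4 gaps, and no other alternative was run for them.

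Several directions that the paper states were the opposite under the labels and the same with the labels exchanged. The paper gives lower RNA in Cry/Per_KO than in Cry/Per/Nr1d_KO for Arntl, Cry1, Nr1d1, Nr1d2, Per1, Per3, Per2, Bhlhe40 and Dbp, whereas the log2 fold changes under the labels were 0.89, 1.66, 1.56, 0.65, 0.90, 1.17, 0.45, 0.73 and 1.27. The paper gives lower RNA of Nr1d1 and Nr1d2 in Per/Nr1d_KO than in Cry/Per/Nr1d_KO. Their log2 fold changes were 0.69 and 0.12 under the labels and -0.87 and -0.53 with the labels exchanged. The value of 0.12 for Nr1d2 was not significant (adjusted p = 0.061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without 1 library it ran from 0.035 to 0.21, and subtracting its chromosome's median reversed it to -0.40. The paper describes Arntl in Per/Nr1d_KO as similar to Cry/Per/Nr1d_KO in its text and in Fig. 2E, whereas its log2 fold change was 1.07 under the labels and 0.17 with the labels exchanged. The paper's observed overlap in the same direction is above its random draws, whereas 522 genes under the labels lay below the 704 of draws from the same kind of background, and 1247 with the labels exchanged lay above 862. A value below such draws is no evidence of a smaller overlap than by chance, since the union of the called genes fixes the total overlap at its least, and 522 lay above the 206 of draws from the genes tested.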

Other observations

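The tests of explanations in this part were chosen only after the results were seen.

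Log2 fold changes recomputed under the genotype labels ran opposite to the authors' deposited Cry/Per_KO table. If the authors had computed that table in the other direction and the labels were right, their Per/Nr1d_KO table would still match the labels, and its r with the recomputed values was 0.806 with a median absolute difference of 0.34 on the log2 scale, which argues against this explanation. An exchange of the labels of the 2 pairs predicts a match of both tables, and r with the authors' deposited Per/Nr1d_KO table was 0.999 with the labels exchanged. The values are thus consistent with exchanged genotype labels. They show how the authors' tables were made from these libraries, and do not by themselves show which cells the libraries came from.

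With the labels exchanged, the log2 fold changes of the 2 comparisons were positively correlated. Noise of the shared reference libraries is argued against, as simulated unchanged groups gave 0.151% of the observed covariance. Chromosome copy number is argued against as the whole cause, since r across the union was 0.535 after the median of each chromosome was subtracted. Changes of the one Cry/Per/Nr1d_KO line that have nothing to do with the removed genes could give such a correlation too, because they enter both comparisons. Uncorrelated changes of the 3 lines with these sizes would give r = 0.580, against 0.550 over all genes tested. With one line per genotype, such changes and a shared effect of CRY and NR1D cannot be told apart. Genes in which one line differed from both others, at the limits used for calls and with no call between the other two, numbered 731 for the libraries labelled Cry/Per_KO, 271 for those labelled Cry/Per/Nr1d_KO and 1195 for Per/Nr1d_KO.

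For the genes called changed between Per/Nr1d_KO and the libraries labelled Cry/Per_KO (3457), removing the trend with GC content kept 3303 of the calls and removing the trend with gene length kept 3267, over the 11400 genes (95.5%) with a value. Subtracting chromosome medians kept 2470. Each is thus argued against as the whole cause of the calls. In the other comparisons, subtracting chromosome medians kept 1481 of 2006 calls and 2143 of 2468. Chromosome copy number may contribute to the 987 calls of the first comparison that were lost.

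Gapdh, which the paper uses as its internal control in RT-qPCR, had 235 ± 3.87 normalized counts (SD, n = 2) in the libraries labelled Cry/Per_KO, 187 ± 8.23 (SD, n = 2) in those labelled Cry/Per/Nr1d_KO and 139 ± 14.0 (SD, n = 2) in Per/Nr1d_KO, far below other glycolytic genes such as Eno1 (23353, 16797 and 17471). Its log2 fold change was -0.41 in Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO, -0.74 in Per/Nr1d_KO against those labelled Cry/Per_KO and 0.33 between the other pairs, and none of its 3 comparisons passed the limit of 1.75-fold. Reads shared with pseudogenes may explain the low count, if reads that map to several places were not counted. Of the 1371 stretches of 50 bases in its transcript, 82.5% occur in 218 other annotated genes. Eno1 shares 72.2% of its stretches with 9 genes and Pgk1 68.0% with 5, and both kept far higher counts, so the shared stretches alone do not settle it. Copies in the genome without annotation were not covered, so this explanation and a truly low RNA level cannot be told apart. The paper's RT-qPCR of primary transcripts used the primary transcript of Gapdh as its control, which these counts do not measure. In the cells expressing CRY1-ER, the paper also measured mature mRNA, normalized to mature Gapdh mRNA. No library of those cells was analysed here.

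Cell cycle genes had medians of -0.23 between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO and 0.01 in Per/Nr1d_KO against the libraries labelled Cry/Per_KO. The 8 glycolytic genes had a median of 0.47 between the libraries labelled Cry/Per_KO and those labelled Cry/Per/Nr1d_KO, with all 8 higher, and -0.66 in Per/Nr1d_KO against the libraries labelled Cry/Per_KO, with all 8 lower. In Per/Nr1d_KO against the libraries labelled Cry/Per/Nr1d_KO their median was -0.0033, with 4 higher and 4 lower.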
